# Genome-Wide Expression Analysis of Long Noncoding RNAs and Their Target Genes in Metafemale *Drosophila*

**DOI:** 10.3390/ijms24098381

**Published:** 2023-05-06

**Authors:** Xinyu Liu, Ran Yan, Haosheng Liu, Shuai Zhang, Ruixue Wang, Bowen Zhang, Lin Sun

**Keywords:** aneuploidy, lncRNA, dosage compensation, inverse dosage effect, genomic imbalance

## Abstract

Aneuploidy is usually more detrimental than altered ploidy of the entire set of chromosomes. To explore the regulatory mechanism of gene expression in aneuploidy, we analyzed the transcriptome sequencing data of metafemale *Drosophila*. The results showed that most genes on the X chromosome undergo dosage compensation, while the genes on the autosomal chromosomes mainly present inverse dosage effects. Furthermore, long noncoding RNAs (lncRNAs) have been identified as key regulators of gene expression, and they are more sensitive to dosage changes than mRNAs. We analyzed differentially expressed mRNAs (DEGs) and differentially expressed lncRNAs (DELs) in metafemale *Drosophila* and performed functional enrichment analyses of DEGs and the target genes of DELs, and we found that they are involved in several important biological processes. By constructing lncRNA-mRNA interaction networks and calculating the maximal clique centrality (MCC) value of each node in the network, we also identified two key candidate lncRNAs (CR43940 and CR42765), and two of their target genes, *Sin3A* and *MED1*, were identified as inverse dosage modulators. These results suggest that lncRNAs play an important role in the regulation of genomic imbalances. This study may deepen the understanding of the gene expression regulatory mechanisms in aneuploidy from the perspective of lncRNAs.

## 1. Introduction

Variations in the number of chromosomes can generally be divided into two categories: euploid variation and aneuploid variation [1,2]. The former refers to the increase or decrease in the entire chromosome complement, which results in the production of polyploids or haploids [2]. The latter usually manifests as the addition or loss of individual chromosomes or chromosome segments from a diploid [1]. Both variations have clear impacts on the survival and development of different organisms [3,4,5], such as yeast [6], maize [7] and *Arabidopsis* [8]. However, the impact of aneuploidy, caused by a phenomenon referred to as “genomic imbalance”, on an individual is usually more severe than that of altered ploidy of a whole set of chromosomes [9]. Multiple previous studies have confirmed this viewpoint [9,10,11,12]. In addition, aneuploidy is also commonly associated with some serious diseases in humans. Trisomy of chromosome 21 usually results in a series of clinical features, such as short stature, decreased neuronal density, cerebellar hypoplasia and intellectual disability, a constellation of phenotypes commonly referred to as Down syndrome (DS) [13]. Aneuploidy of sex chromosomes can also lead to Crane syndrome (47, XXX) and Turner syndrome (45, X) [14]. Furthermore, aneuploidy is generally considered to be one of the main markers of tumors. According to statistical analysis, approximately 90% of solid tumors have aneuploidy characteristics [1,15]. Therefore, the study of aneuploidy can help explain a variety of biological phenomena and enhance the understanding of cancer and other diseases.

Early studies on gene expression in aneuploid organisms at the mRNA or protein level showed that genes on chromosomes with dosage changes generally exhibit a dosage effect, that is, the expression level of a gene is positively correlated with its dosage [4,16]. Dosage effect was proved by deletion and repetition of *ry+* in *Drosophila melanogaster* [17]. However, many subsequent studies have also shown that the expression of a considerable number of genes on the chromosomes with dosage changes is the same as that in normal diploids, i.e., dosage compensation occurs [18,19,20,21,22]. In *Drosophila*, gene expression in males with a single copy of the X chromosome is upregulated, to a degree roughly matching that of the double copies of the X chromosome in females [23]. The male-specific lethal (MSL) complex, the protein product of the *Drosophila* male-specific lethal gene, has been regarded as a classical model to explain the dosage compensation effect in *Drosophila*. This complex is specifically enriched on the male X chromosome and is involved in mediating the upregulation of genes on the male X chromosome to 200% that in diploid female *Drosophila*. More interestingly, it was found that the X-linked genes in metafemale (XXX; AA) *Drosophila*, with the absence of the MSL complex, were also dosage compensated when compared with those in normal diploid females (XX; AA), and similar results were identified in male *mle/mle* mutants without the complex [24,25]. Therefore, further investigation into the expression pattern and regulatory mechanism in metafemales should be conducted in the future [26].

Additionally, a study of the trisomy of autosomal chromosomes of *Drosophila* showed that the genes on the trisomic chromosomes also exhibited dosage compensation, while the expression of genes on the other unchanged chromosomes was negatively correlated with the dosage in the changed regions, a phenomenon called the inverse dosage effect [20,21,27,28]. For example, regarding trisomy of the 2L chromosome of *Drosophila*, the expression of most genes on the 2L chromosome is the same as that in normal diploid individuals, while the expression of genes on other chromosomes is reduced to two-thirds of that in normal diploid individuals [29]. Gene expression analysis of maize and *Arabidopsis* further confirmed this phenomenon [8,18,19,30]. Based on this, dosage compensation can be interpreted as the result of the inverse dosage effect counteracting the positive dosage effect of the gene whose dosage changes [21]. The discovery of autosomal dosage compensation also suggests that, in addition to the MSL complex, there may be broader mechanisms regulating dosage compensation and inverse dosage effects in aneuploid cells.

Studies of the regulators of white eye color reporter genes in *Drosophila* showed that the regulatory mechanism of aneuploid dosage change can be narrowed down to the role of a single gene [31,32], such as *inverse regulator-a* (*Inr-a*). The molecular functions of these genes were studied, and it was found that most of the modifier genes encode transcription factors, chromatin modification proteins and signal transduction molecules [33]. These modifier genes are dosage dependent, and this regulation is likely to be mediated through a concentration-dependent cascade. In addition, a common feature of these dosage-sensitive modifier genes is that they tend to be components of macromolecular complexes [34].

Based on the above studies, scientists proposed the gene balance hypothesis (GBH) to explain the mechanism of genomic imbalance. The theory holds that stoichiometric changes in the components of multisubunit complexes affect the assembly kinetics of the complexes, which in turn affects the number of functional products and gene expression patterns, ultimately affecting the phenotype and fitness of individuals [5]. Although many complex events are involved in this process, with the development of bioinformatics and transcriptome sequencing technologies, genome-wide expression analyses of aneuploidy, such as studies in *Drosophila* and maize, are constantly confirming this hypothesis.

Long noncoding RNAs (lncRNAs) have been determined to be widely expressed in cells and play an important role in the regulation of gene expression [35]; lncRNAs are defined as RNA molecules with more than 200 nt and no protein-coding capacity. The difference between lncRNAs and mRNAs is that the former have fewer exons than the latter, and the expression abundance and stability of the former in different tissues are lower [36]. In view of their high heterogeneity, lncRNAs are most commonly classified based on their position in the genome relative to protein-coding genes and include intergenic lncRNAs, intronic lncRNAs, enhancer RNAs (eRNAs), bidirectional lncRNAs and antisense lncRNAs [37].

Due to the flexibility of RNA transcripts and their ability to fold into complex 3D conformations, lncRNAs can participate in specific interactions with nucleic acid and protein molecules through complementary base pairing and structure recognition, respectively. Therefore, a single lncRNA molecule can interact with a variety of macromolecules. This also shows that lncRNAs have great potential for involvement in many biological functions [36]. lncRNAs are involved in maintaining the structural integrity of the nucleus and can regulate the expression of nearby genes (in the nucleus, acting in cis) or the expression of distant genes (in the nucleus or cytoplasm, acting in trans) by interacting with proteins, RNA and DNA [38]. In eukaryotes, the regulation of gene expression is quite complex and compartmentalized. It can occur in multiple steps, for example, structural modification of chromatin, recruitment of the transcription machinery, mRNA processing and delivery to the cytoplasm, mRNA degradation, mRNA translation and post-translational processes, all of which can be affected by lncRNAs [37]. For example, in the structural modification of chromatin, the lncRNA Xist can mediate the inactivation of one X chromosome in female mammals by recruiting PRC2, a histone methyltransferase; in addition, in the dosage compensation of the X chromosome in male *Drosophila*, roX1 and roX2 extend in cis on the X chromosome and recruit other MSL complex components for H4K16 acetylation [37]. lncRNAs also play key roles in the alternative splicing and degradation of mRNA [39,40]. In addition, recent studies have shown that lncRNAs are also associated with cell differentiation, organogenesis, tissue homeostasis and pathological conditions, such as cancer and cardiovascular diseases [41,42]. In a single-cell sequencing study of oocytes, fertilized eggs and cells after the first cell division in early mouse embryos, lncRNA transcripts were identified at various stages of detection, and certain lncRNAs were expressed at specific developmental stages [43]. With the increasing research on lncRNAs, lncRNAs have also become recognized as important biomarkers and drug targets under certain pathological conditions.

Transcription factors (TFs) are a class of proteins regulating gene expression, leading to transcription initiation by binding to regulatory DNA sequences in cell genomes and recruiting RNA polymerases and cofactors to target genes [44]. TFs are vital to organisms because they play important roles in signal transduction and gene regulation [45]. TFs can be activated by either intrinsic or extrinsic signals; the ultimate result of TF activation is the regulation of expression of its direct target genes [45]. The combined activity of a set of TFs connected to their targeted genes is known as a gene regulatory network (GRN) [46]. However, the exact nature of GRNs is unknown, and understanding of the impact of TFs on transcriptome changes is lacking [45]. Moreover, it has been found that the influence of aneuploidy can be reduced to the action of single genes in *Drosophila* and that the genes that respond to dosage effects of aneuploidy usually include TFs, signal transduction components and chromatin proteins [33,34]. Therefore, we conducted genome-wide analysis of TFs in differentially expressed mRNAs (DEGs) and the target genes of differentially expressed lncRNAs (DELs).

Changes in the stoichiometry of macromolecular complexes mediate the response of aneuploid gene expression patterns to dosage changes, but the specific molecular mechanisms and regulatory networks involved in this process are still unclear. In this study, global differentially expressed lncRNAs between metafemales and normal diploid females were identified through transcriptome sequencing and bioinformatics methods, and a differential lncRNA-mRNA interaction network was constructed to screen key regulatory genes in the network. This study attempts to reveal certain key regulators in the hierarchical regulatory network related to aneuploid genomic imbalance from the perspective of lncRNAs and to deeply understand the molecular mechanism of gene expression regulation of aneuploidy.

## 2. Results

### 2.1. Distribution of Gene Expression Ratios in Metafemale Individuals

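RNA was sequenced from larvae of 3 groups with 3 libraries each: metafemales (XXX), which carry 3 X chromosomes and 2 sets of autosomes, normal diploid females (CF) and normal diploid males (CM). The metafemales came from a cross of females with an attached X chromosome, C(1)DX,ywf/winscy, with Canton S males, and the control larvae were Canton S, all raised at 25 °C. Ribosomal RNA was removed before paired reads of 150 bases were sequenced. The authors aligned the reads with Hisat2, screened annotated lncRNAs with Cuffmerge and estimated the count of each transcript with StringTie, using the Ensembl annotation. The deposited table holds these estimated counts as whole numbers, without normalization, for 42937 transcripts in 9 libraries. Total counts ranged from 138223737 to 184268612 in the females (median 150021768) and from 139954374 to 168844124 in the metafemales (median 167993925). Of the listed transcripts, 34919 carry FlyBase identifiers, and 34750 of those were paired with a gene of Ensembl release 115 (BDGP6.54) and summed to 17715 genes. A further 8017 transcripts were assembled by the authors and have no gene in that annotation. Their share of the total count was 13.45% in metafemale replicate 1, against 25.83% and 27.05% in the other metafemale libraries and 27.22% to 31.41% in the females. For the ratios, counts were scaled to CPM by the total of the whole table, and the mean CPM of the 3 metafemale libraries was divided by the mean CPM of the 3 female libraries for every gene with any female count. The SD of a median ratio is that of the medians obtained from each metafemale library divided by the female mean (n = 3). Differences between the groups were tested with a two-sided exact permutation test of the library labels, in which 20 assignments exist and the smallest p is 0.1, so a single comparison of this size cannot reach 0.05. Requiring a female count drops genes counted only in metafemales and keeps genes at 0 in metafemales, which can only lower a median. The genes kept stayed fixed while labels were permuted, so the labels were not fully exchangeable. Peaks were read as the most frequent bin of a width of 0.05, the width used in the paper. The SD of a peak is that of the most frequent bins above 0 in the single metafemale libraries, a choice made after the data had been seen.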

To verify the dosage compensation and inverse dosage effect phenomenon in aneuploid *Drosophila* and to explore the changes in the expression levels of lncRNAs during this process, we used normal diploid female *Drosophila* as a control to plot the expression ratio frequency distribution curves of mRNAs and lncRNAs of metafemale *Drosophila*. The changes in mRNA expression levels in metafemale *Drosophila* were similar to those previously reported. 

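For the 10490 autosomal protein-coding genes with any female count, the median ratio of metafemales to females was 0.904 ± 0.094 (SD, n = 3 libraries). The 3 metafemale libraries gave 0.995, 0.811 and 0.87, so the distance of the median from 1.0 was about the size of the spread between replicates (exact permutation test, p = 0.3). The lower and upper quartiles of the genes were at 0.703 and 1.271. Of these genes, 59.0% had a ratio below 1.0 and 37.5% lay between 0.67 and 1.0. The most frequent bin was centred on 0.8 and held 712 genes, and the bin at 0 held 327 genes. In 2 of the 3 single metafemale libraries the most frequent bin was the one at 0, and above it the libraries peaked at 0.9, 0.7 and 0.8 (SD 0.1, n = 3). The alternative that moved the median most took the library size over annotated transcripts only, and gave 0.827; it was chosen after the data had been seen.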

For autosomes, the peak ratio of the frequency distribution of mRNAs was mainly concentrated between 0.67 (inverse dosage effect) and 1.0 (no change) (Figure 1A). Although this value is not numerically inversely proportional to the dosage change on the X chromosome (1.5), the leftward shift of the peak still indicates that most genes on the autosome are regulated by the inverse dosage effect. 

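By chromosome arm, the median mRNA ratio was 0.896 ± 0.091 on 2L (SD, n = 3 libraries), 0.913 ± 0.087 on 2R, 0.894 ± 0.103 on 3L and 0.904 ± 0.089 on 3R. The exact permutation test gave p = 0.3, p = 0.4, p = 0.2 and p = 0.4 for these arms in the same order. The arms differed from each other by less than the SD of any of them. The medians of all these arms move together between libraries, so this SD cannot judge differences between arms. Within each metafemale library, 2R had the highest median of these arms (0.998, 0.825 and 0.888), in replicate 1 against 0.997 on 3L. On chromosome 4, which has 79 genes with a female count, the median was 0.949 ± 0.248 (SD, n = 3), and single metafemale libraries gave values from 0.738 to 1.227 (exact permutation test, p = 0.7).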

The corresponding boxplot also showed a similar trend (Figure 1E). The dosage change of genes on the X chromosome was 1.5-fold, while the expression level was centered around a ratio of 1.0 (Figure 1B), indicating that dosage compensation occurred for most genes on the X chromosome. 

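The 2001 X-linked protein-coding genes had a median ratio of 1.318 ± 0.123 (SD, n = 3 libraries), with 1.432, 1.187 and 1.293 in the 3 metafemale libraries (exact permutation test, p = 0.1, the smallest possible). The quartiles were at 1.043 and 1.758. A ratio below 1.0 was found for 21.7% of the genes, a ratio between 0.67 and 1.5 for 54.1%, and a ratio above 1.5 for 35.8%. The most frequent bin was centred on 1.2 and held 102 genes. In 2 of the 3 single metafemale libraries it was the one at 0, and above it the libraries peaked at 1.35, 1.15 and 1.3 (SD 0.104, n = 3). Dividing the X median by the autosomal median within each library removes the library size, and gave 1.457 ± 0.023 (SD, n = 3), from 1.439, 1.465 and 1.485. The paper places X expression around 1.0, below the dosage of 1.5, and concludes that most X-linked genes are dosage compensated. Here the most frequent bin, at 1.2, and the median, at 1.318, lay between those values. The X median over the autosomal median, at 1.457, was close to 1.5. From the leftward shift of the autosomal peak, the paper concludes that most autosomal genes are under an inverse dosage effect.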

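The X and autosomal medians share one scale, set by the library size. In place of CPM, TMM normalization gave autosomal medians of 0.901, 0.894 and 0.905 in the 3 metafemale libraries and X medians of 1.298, 1.307 and 1.345, and the size factors of DESeq2 gave 0.918, 0.901 and 0.919 for the autosomes and 1.321, 1.318 and 1.364 for the X chromosome. With the library size taken over annotated transcripts only, chosen after the data had been seen, the values were 0.819, 0.792 and 0.836 for the autosomes and 1.179, 1.159 and 1.242 for the X chromosome. Against CPM, the median of all mRNAs moved by 0.01 on the log2 scale with TMM normalization, by 0.03 with the DESeq2 size factors and by -0.13 with annotated transcripts only. TMM normalization and the DESeq2 size factors centre the bulk of the genes, so with the X median above the autosomal one they place the 2 medians on either side of 1.0 in advance.

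**Figure D1:**
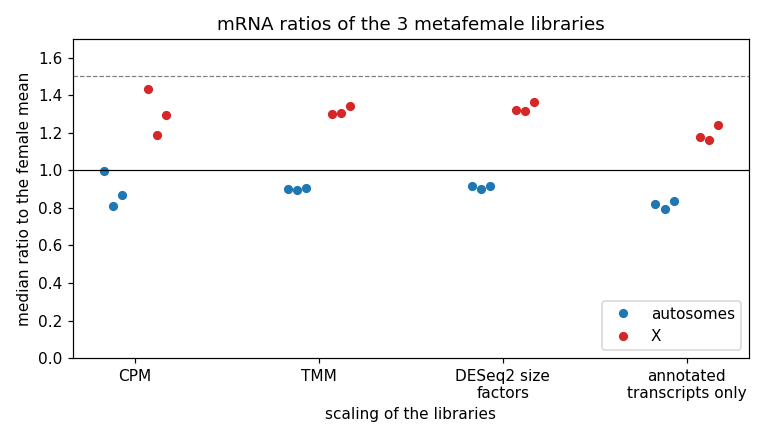
Median mRNA ratio of each metafemale library to the female mean (vertical axis) under 4 scalings of the counts (horizontal axis). Each point is a metafemale library, blue for autosomal and red for X-linked genes, and the lines mark the ratios 1 and 1.5; the 3 libraries lie further apart in CPM than under the other 3 scalings.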

The expression ratios of genes on the X chromosome were slightly increased due to the change in dosage but were less than 1.5, indicating that dosage compensation occurred for most genes, while the expression levels of genes on other chromosomes were decreased, indicating that they were regulated by the inverse dosage effect. In addition, we were interested in the effects of aneuploidy on mitochondrial genes; therefore, we also plotted the expression ratio frequency distribution curve of mitochondrial DNA of metafemale *Drosophila* (Figure S1A). We found that the ratio of the frequency distribution of mitochondrial DNA was centered around 1.5, suggesting that mitochondrial genes were regulated by the dosage effect. 

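The mitochondrial genome has 38 annotated genes, of which 35 had a female count. Their median ratio was 1.617 ± 0.198 (SD, n = 3 libraries), with 1.773, 1.627 and 1.381 in the 3 metafemale libraries (exact permutation test, p = 0.1, the smallest possible), and quartiles of 1.286 and 2.094. A ratio above 1.5 was found for 62.9% of these genes. The median was 1.534 for the 13 protein-coding genes, 1.414 for the 2 rRNA genes and 1.892 for the 20 tRNA genes. Ribosomal RNA had been removed before sequencing. Several tRNA genes had at most 2 counts in any female or metafemale library, with ratios from 0 for Gln-TTG to 5.918 for Glu-TTC. Over the 17 mitochondrial genes with at least 10 counts in every library, the median was 1.577. The protein-coding gene mt:CoI had 5900 ± 15.8 CPM in females and 7948 ± 1442 CPM in metafemales (SD, n = 3), a ratio of 1.347, while mt:CoII, mt:CoIII and mt:Cyt-b had ratios of 1.534, 1.503 and 1.617. Among the other settings, the ratio of group medians moved the value most, to 1.415.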

Additionally, there was a shoulder peak near a ratio of 0.44 (0.67 × 0.67), indicating that certain genes were regulated by a double inverse dosage effect [21,29,34]. These results show that the influence of XXX on mitochondrial genes is extensive.

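Between ratios of 0.34 and 0.54, a window around 0.44, there were 0 of the 35 mitochondrial genes. Ratios below 0.67 were found for 2 genes, and neither had more than 2 counts in any female or metafemale library, which is under the floor of 3 counts.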

Through high-throughput sequencing, we obtained the genome-wide expression levels of lncRNAs in metafemale *Drosophila* for the first time and plotted the frequency distribution curves of lncRNAs on autosomes and sex chromosomes in metafemale *Drosophila* by the method described above (Figure 1C,D). 

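The annotation marks 2398 of the genes in the table as lncRNA genes. Together they received 590906 to 621948 counts per female library and 556355 to 644047 per metafemale library, against 89268788 to 116180971 and 111082658 to 114798168 for protein-coding genes. The smallest level taken as detectable was 3 counts, which equals 0.019 CPM in the female libraries. This floor covers counting error only, and the paper's text mentions no molecular identifiers. The paper's text does not say whether the counting used the strand of the reads, so counts of lncRNA genes that overlap another gene on the other strand are uncertain. Of the lncRNA genes, 1441 on the autosomes and the X chromosome had a female count and a ratio. Ratios, SDs and tests were computed as for the mRNAs.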

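Low counts widen a ratio distribution, so the lncRNAs were compared with mRNAs of the same expression level. The size of the response was taken as the absolute log2 ratio of the group means, after adding 0.5 counts scaled to the library size. Its median was 0.815 over the 1441 lncRNAs and 0.459 over 12506 mRNAs. In 10000 random mRNA lists of the same size matched on mean CPM, the median averaged 0.814 and ranged from 0.727 to 0.917, and 5377 of the lists were as large as the lncRNAs (share 0.5377). Between replicates of one group, taking each library against the other libraries of that group, the same measure was 0.802 for the lncRNAs and 0.229 for the mRNAs. Averaged within each gene first, it had a median of 1.007 for the lncRNAs, against an average of 1.082 in matched mRNA lists, of which a share of 0.9984 was as large. A filter changed this comparison: for the 144 lncRNAs with a mean of at least 1 CPM, the median was 0.609 against an average of 0.435 in matched lists, and 1 of the 10000 lists was as large (0.0001, the smallest share the lists can give). In that set, the mean absolute log2 ratio between replicates had a median over genes of 0.426 for the lncRNAs, against an average of 0.264 in the matched lists.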

Through comparative analysis, it was found that in *Drosophila*, lncRNAs on both autosomes and the X chromosome were more sensitive to changes in chromosome dosage than mRNAs. In metafemales, lncRNAs on autosomal chromosomes were generally downregulated compared with those in normal diploid females, and the gene expression levels were mainly concentrated in the range of 0.44–1.0 and were centered around ratios of 0.44 (red dashed line, double inverse dosage effect, 0.67 × 0.67) and 1.0 (black line, no change). 

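The 1238 autosomal lncRNAs with a female count had a median ratio of 0.714 ± 0.141 (SD, n = 3 libraries; exact permutation test, p = 0.1, the smallest possible). The labels were permuted over genes chosen on female counts, so the median and its p may partly reflect that filter. Single metafemale libraries gave 0.725, 0.445 and 0.55. The quartiles were at 0.315 and 1.218. A ratio below 1.0 was found for 66.2% of the genes, 33.3% lay between 0.44 and 1.0, and 14.5% were at 0. The most frequent bin was the one at 0, with 181 genes, and above it the most frequent bin was centred on 0.65. Above 0, the single metafemale libraries peaked at 0.5, 0.45 and 0.7 (SD 0.132, n = 3). Pooling the ratios of the single metafemale libraries moved the median most, to 0.553. In the other direction, it was 0.837 over the genes with at least 10 counts in every library, and it also lay closer to 1.0 over the genes with a mean of at least 1 CPM and over the genes with counts in both groups, a setting chosen after the data had been seen.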

The expression levels of lncRNAs on the X chromosome were also concentrated in a wide range (0.67–1.5), indicating that the lncRNAs on the X chromosome were significantly affected by dosage changes, exhibiting both a dosage effect and an inverse dosage effect, i.e., excessive dosage compensation. 

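For the 203 X-linked lncRNAs, the median ratio was 1.051 ± 0.212 (SD, n = 3 libraries), with 1.109, 0.687 and 0.873 in the 3 metafemale libraries, which is within the spread between replicates of 1.0 (exact permutation test, p = 0.9). The quartiles were at 0.495 and 1.757. Of these genes, 46.8% had a ratio below 1.0, 35.0% lay between 0.67 and 1.5, 31.0% were above 1.5 and 10.3% were at 0. The most frequent bin was the one at 0, with 21 genes. The side of 1.0 on which this median lies depends on the setting: it was 0.854 when the ratios of single libraries were pooled, 0.988 with group medians and 1.13 for genes with a mean of at least 1 CPM. The X median divided by the autosomal median was 1.472 for lncRNAs from the group means, and 1.53, 1.544 and 1.587 in single libraries (SD 0.03, n = 3). It lay below all 3 libraries, so this SD does not measure its uncertainty. Among lncRNAs with at least 10 counts in every library it was 1.329, with 1.277, 1.237 and 1.219 in single libraries.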

In the corresponding boxplot (Figure 1F), the changes in lncRNA expression were similar to those in mRNA expression, with slight upregulation of lncRNAs on chromosome X and downregulation of lncRNAs on autosomes (except for chromosome 4), and the median expression levels indicated that the magnitude of change in lncRNA expression was larger than that in mRNA expression (Figure 1E,F), which further suggested that lncRNAs are more sensitive to changes in sex chromosome dosage. In addition, it is worth noting that the median expression level of lncRNAs on chromosome 4, unlike the other autosomes, was higher than 1.0, a phenomenon that may be related to its different evolutionary paths and heterochromatin composition [34].

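The median lncRNA ratio was 0.657 ± 0.094 on 2L (SD, n = 3 libraries), 0.75 ± 0.167 on 2R, 0.66 ± 0.138 on 3L and 0.778 ± 0.162 on 3R. On 2L the single libraries gave 0.582, 0.417 and 0.423, all below the value from the group means. The exact permutation test gave p = 0.1 for 2L, 3L and 3R and p = 0.2 for 2R, with 0.1 the smallest p that 3 libraries against 3 allow. The filter on female counts can only lower these medians. On 2R, the 19 lncRNAs with a mean of at least 1 CPM had a median of 1.189, on the other side of 1.0. From the larger distance of the lncRNA medians from 1.0, the paper proposes that lncRNAs are more sensitive than mRNAs to the dosage of the sex chromosome.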

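Chromosome 4 has 20 lncRNA genes with a female count. Their median ratio was 1.012 ± 0.315 (SD, n = 3 libraries), and the 3 metafemale libraries gave 1.313, 0.826 and 0.723, on both sides of 1.0 (exact permutation test, p = 0.7). The quartiles were at 0.619 and 1.466, and 45.0% of the genes had a ratio below 1.0. With other settings the median ranged from 0.847, with the ratios of single libraries pooled, to 1.241, over the 6 genes with at least 10 counts in every library.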

### 2.2. Identification of Differentially Expressed mRNAs and lncRNAs

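The gene counts of the 3 metafemale and 3 female libraries were tested with edgeR's quasi-likelihood test after TMM normalization. Genes with too few counts for a test were left out by the filterByExpr function, and p-values were adjusted over all genes tested by the Benjamini-Hochberg method. A total of 11995 genes were tested, of which 11020 are protein-coding and 603 are lncRNA genes. A gene was called when its log2 fold change was above 1 in size and its adjusted p was below 0.05. The fit of DESeq2, the tool named in the paper, was run beside it, with and without shrinkage of the fold changes by apeglm. The paper's text does not state whether its test used genes or single transcripts.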

To DEGs and DELs in metafemale *Drosophila*, differential expression analysis was performed on the expression matrix using the R package DESeq2. 

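In metafemales, 1615 of the 11020 protein-coding genes tested and 98 of the 603 lncRNA genes tested were called as differentially expressed. The metafemale and female libraries did not overlap for 1603 of the 1615 DEGs and for all 98 DELs. Over all genes tested, this held for 52.0% of the mRNAs and 35.5% of the lncRNAs, where chance gives 10%. DESeq2 called 1756 DEGs, of which 1581 were shared with edgeR, and 132 DELs, of which 89 were shared. With apeglm shrinkage, 1584 DEGs and 102 DELs were called. Leaving out the fold-change threshold moved the number of DEGs most, to 4463, and requiring at least 10 counts in every library moved the number of DELs most among the settings at the gene level, to 58.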

The results showed that there were 2529 DEGs (|log2FC| > 1, padj < 0.05) (Figure 2A,B) and 107 DELs (|log2FC| > 1, padj < 0.05) (Figure 2C,D) in metafemale flies compared with normal diploid female flies. 

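Of the DEGs, 1116 were higher and 499 lower in metafemales, so 69.1% were higher. Without the fold-change threshold, 2404 genes were higher and 2059 lower, or 53.9% higher. Among genes that rose, CG43133 on the X chromosome (18129585 to 18130178), TotC on 3R and Seipin on X shared the lowest adjusted p (0.00019, edgeR). The log2 fold change was 7.46 for CG43133 (standard error 0.28), 6.29 for TotC and 2.26 for Seipin. CG4991 on X followed, with a log2 fold change of 4.12. Ilp8 on 3L (17029812 to 17032080) was at 0 counts in each female library and had 1451, 1114 and 1231 counts in the metafemale libraries, at least 425-fold higher (adjusted p = 0.000396, edgeR). Among genes that fell, wac on 3L (258176 to 259097) had the lowest adjusted p, with a log2 fold change of -3.19 (adjusted p = 0.000396, edgeR) from 4.74 ± 0.323 CPM in females to 0.512 ± 0.0541 CPM in metafemales (SD, n = 3). CG6356 on 3R and CG13177, wbl and Odc1 on 2R followed, with log2 fold changes of -1.54, -2.7, -2.58 and -1.23. Metafemales carry the attached-X stock and the control larvae were Canton S, so a change in a single gene may come from strain or dosage.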

Among DEGs, 1600 were upregulated and 929 were downregulated, i.e., most were upregulated (Figure 2A). 

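Among the 98 DELs, 39 were higher and 59 lower in metafemales, so 39.8% were higher. The lncRNA genes with the lowest adjusted p among those that rose were all on 3R. The gene asRNA:CR45600 (15136985 to 15140121) had 0.127 ± 0.0261 CPM in females and 2.25 ± 0.721 CPM in metafemales (SD, n = 3), a log2 fold change of 4.11 (adjusted p = 0.000523, edgeR). CR46123 (1366234 to 1366601) had 0, 0 and 2 counts in the female libraries and 441, 184 and 332 in the metafemale libraries, at least 109-fold higher (adjusted p = 0.000958, edgeR), and CR44138 had a log2 fold change of 2.6. Among those that fell, asRNA:CR46136 on 3R (5560472 to 5561573) went from 2.95 ± 0.146 CPM to 0.139 ± 0.0748 CPM (SD, n = 3), a log2 fold change of -4.35 (adjusted p = 0.00106, edgeR). CR43828 on 2L and CR43626 on 3L had log2 fold changes of -2.75 and -1.51. The annotation names 2 of these genes as antisense, so their counts are uncertain unless the counting used strand. With DESeq2, 51 DELs were higher and 81 lower.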

DELs, however, showed the opposite trend, with 45 upregulated and 62 downregulated (Figure 2C). We classified the DELs based on their position in the genome relative to protein-coding genes (Figure S2A). According to the pie chart, it is obvious that LincRNAs account for the majority of the DELs (56.07%), followed by intronic lncRNAs (34.58%), and that the numbers of antisense lncRNAs and sense lncRNAs were relatively small, accounting for 5.61% and 3.74% of the DELs, respectively. 

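By their position in the Ensembl annotation, the 98 DELs comprised 37 lincRNAs, with no overlap with a protein-coding gene (37.76%), 20 intronic lncRNAs, which lie within a gene but overlap no exon of it (20.41%), 34 antisense lncRNAs, which overlap an exon on the other strand (34.69%), and 7 sense lncRNAs, which overlap an exon on the same strand (7.14%). Among the 603 lncRNA genes tested, these classes made up 30.68%, 17.91%, 41.79% and 9.62%. The counts of antisense and sense lncRNAs are uncertain because reads of the overlapping gene can be counted on them.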

The heatmap shows that metafemale *Drosophila* can be well distinguished from normal diploid female *Drosophila* through these DEGs and DELs (Figure 2B,D). In addition, by observing the density distribution of the DEGs and DELs on the chromosomes, it was found that the upregulated and downregulated genes were widely distributed across the chromosomes (Figure 2E,F), suggesting that aneuploidy has a wide range of effects on gene expression across the whole genome, and this broad effect was observed for both mRNAs and lncRNAs. However, there are more downregulated lncRNAs than mRNAs in metafemale *Drosophila*, indicating that lncRNAs may be more sensitive to changes in chromosome dosage and are regulated by a more obvious inverse dosage effect. 

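Over the 9621 genes with a mean of at least 1 CPM, the correlation across genes of log2(CPM + 1) was 0.979 to 0.986 between libraries of the same group and 0.909 to 0.952 between a metafemale and a female library. Genes are not independent replicates, so these values only order the libraries. The first principal component held 70.2% of the variance, and all 3 metafemale libraries lay on one side of the 3 female libraries on it.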

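DEGs that were higher in metafemales made up 7.9% of the tested protein-coding genes on 2L, 9.9% on 2R, 8.3% on 3L and 9.6% on 3R, and DEGs that were lower made up 4.2%, 5.0%, 5.3% and 5.6%. On chromosome 4, 3 of 79 genes were higher and 2 were lower. On the X chromosome, 288 of 1767 genes were higher (16.3%), against 827 of 9239 on the autosomes (9.0%), an odds ratio of 1.981 (Fisher's exact test, two-sided, p = 8.37e-19, adjusted p = 3.35e-18). Lower DEGs were rarer on the X chromosome, with 29 genes (1.6%) against 470 on the autosomes (5.1%), an odds ratio of 0.311 (Fisher's exact test, two-sided, p = 1.47e-12, adjusted p = 2.94e-12). For the DELs, 8 of 94 X-linked lncRNAs were higher (8.5%) against 31 of 509 on the autosomes (6.1%), a difference that did not pass the test (odds ratio 1.434, Fisher's exact test, two-sided, p = 0.364, adjusted p = 0.364), and 4 were lower (4.3%) against 55 (10.8%; odds ratio 0.367, Fisher's exact test, two-sided, p = 0.0573, adjusted p = 0.0764). DESeq2 placed the higher DELs past the threshold, with an odds ratio of 2.394. For the lower DELs, the odds ratio was between 0.518 and 0.979 in the 6 fits that each left out 1 library. All of these are weaker than the 0.367 of the full fit. On the autosomal arms, 5 and 13 lncRNAs of 106 on 2L were higher and lower, 14 and 8 of 107 on 2R, 3 and 14 of 140 on 3L and 9 and 20 of 146 on 3R. On chromosome 4, 0 of 10 lncRNAs were called, and 2 had an unadjusted p below 0.05. The 4 comparisons of X with autosomes were adjusted together by the Benjamini-Hochberg method, and genes are not independent replicates.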

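The share of higher genes was 39.8% among the DELs and 69.1% among the DEGs, an odds ratio of 0.296 (Fisher's exact test, two-sided, p = 1.09e-08), in which genes are treated as independent. The odds ratio was between 0.214 and 0.299 in the 6 fits that each left out 1 library. The alternative that moved it most was the one with no fold-change threshold, at 0.596 (Fisher's exact test, two-sided, p = 0.0064). From the larger share of lower genes among the DELs, the paper proposes that lncRNAs are more sensitive to chromosome dosage and under a more obvious inverse dosage effect.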

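Of the 38 mitochondrial genes, 23 had enough counts for the test in edgeR. All 13 with an adjusted p below 0.05 were higher in metafemales, and 5 of them passed the fold-change threshold. These were mt:ND3, with a log2 fold change of 1.1 (standard error 0.27, adjusted p = 0.0189, edgeR), and the tRNA genes for Gly-TCC, Lys-CTT, Leu-TAA and Tyr-GTA, with log2 fold changes of 1.84, 1.26, 1.95 and 1.31. None was called lower. The largest mitochondrial counts fell on mt:CoI, whose log2 fold change of 0.43 was below the threshold (adjusted p = 0.0339, edgeR), as was that of mt:Cyt-b, at 0.7.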

We also analyzed the differential expression of mitochondrial genes (Figure S1B), but the results were not significant because the number of differentially expressed mtDNAs was too small.

To understand the impact of aneuploidy on *Drosophila*, GO functional and KEGG pathway enrichment analyses were performed on the DEGs between metafemale *Drosophila* and normal diploid female *Drosophila* (Figure 2G,H). 

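In place of the GO and KEGG tables, 7 gene sets listed by FlyBase symbol were tested among the DEGs, each against the other protein-coding genes tested, with Fisher's exact test, two-sided, and Benjamini-Hochberg adjustment over the 7 sets. Of 74 nuclear genes of oxidative phosphorylation, 44 were called, all of them higher in metafemales (odds ratio 8.75, adjusted p = 4.33e-18), and 70 of the 74 were higher with a median log2 fold change of 1.08. Among the sets that act on organic substances, 28 of 81 cytochrome P450 genes were called, 24 higher and 4 lower (odds ratio 3.11, adjusted p = 1.49e-05), 12 of 34 glutathione S-transferases, 11 higher and 1 lower (odds ratio 3.19, adjusted p = 0.00315), and 15 of 31 UDP-glycosyltransferases, 12 higher and 3 lower (odds ratio 5.5, adjusted p = 1.49e-05). Without the fold-change threshold, the glutathione S-transferases did not pass the adjustment (odds ratio 1.66, adjusted p = 0.18). Of 15 genes of insect hormone biosynthesis, 5 were called, 3 higher and 2 lower, which did not pass the adjustment (odds ratio 2.92, adjusted p = 0.066), and 5 of the 15 were higher. Of 14 antimicrobial peptide genes 3 were called (odds ratio 1.59, adjusted p = 0.447). Among 86 genes of cytosolic ribosomal proteins, 0 were called (odds ratio 0, adjusted p = 6.31e-06), 77 were higher by a small amount, and 24 had an unadjusted p below 0.05. These directions held under CPM, TMM normalization, the DESeq2 size factors and the library size over annotated transcripts only, where the ribosomal median fell to 0.03 on the log2 scale. The genes of a family such as cytochrome P450 resemble each other, so reads can be divided between close copies.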

The GO enrichment analysis results showed that these DEGs were mainly related to the metabolic processing of various types of organic matter, the mitochondrial energy production process, material transmembrane transport, the regulation of anatomical structure and morphology and organ development, the response to extracellular stimuli, learning and memory, etc., and the KEGG pathway enrichment analysis results showed that the differentially expressed genes were involved in oxidative phosphorylation, metabolic pathways of various organic substances and biosynthesis of insect hormones. We focused on the influence of aneuploidy on genes that encode transcription factors; to this end, we identified the transcription factors enriched among the DEGs. By enrichment analysis of TF-binding motifs in the sequences 5 kb upstream of the DEGs in metafemale *Drosophila*, regulatory transcription factors with high confidence were selected through determination of these overrepresented motifs. Motifs were screened according to the normalized enrichment score (NES) > 3, and the 10 binding motifs with the highest scores are listed in Figure S3. By annotation with highconf annotation, 25 transcription factors enriched among the upregulated DEGs and 13 transcription factors enriched among the downregulated DEGs were obtained. We also constructed regulatory networks of the key transcription factors with their predicted target genes (Figure S4A,B). From the regulatory network, we found that a small number of key TFs regulate a large number of target genes located on different chromosomes. These results show that the impact of aneuploidy on organisms is reflected in many aspects and affects many important biological processes. It also explains why aneuploidy seriously affects the growth and development of organisms at the individual level.

### 2.3. Identification and Enrichment Analysis of Differentially Expressed lncRNA Target Genes

lncRNAs play important roles in a variety of biological processes by regulating gene expression in various ways, which can be mainly divided into cis-regulation of neighboring genes and trans-regulation of distant protein-coding genes. Through colocalization and coexpression analyses, cis- and trans-target genes of the differentially expressed lncRNAs were identified. 

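Cis-target genes were counted as the genes within 10 kb of a DEL, and trans-target genes as protein-coding genes whose CPM correlated with that of a DEL at a Pearson r above 0.95 in size with p below 0.01, the thresholds given in the paper. The paper's text does not state which samples or which expression unit were used, so the correlations were taken over the 3 metafemale and 3 female libraries. The 98 DELs had 464 cis-target genes in 475 pairs, of which 55 were called higher and 28 lower. They had 6281 trans-target genes in 62946 pairs of 1265964 tested, of which 1092 were called higher and 495 lower. A window of 100 kb gave 2457 cis-target genes. Among the other settings for trans-target genes, removing the group means first gave 8382 genes, and taking all 9 libraries gave 4010.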

The results showed that for the 107 DELs, there were 2375 cis-regulated target genes and 2380 trans-regulated target genes in total (Table S1). To explore whether the regulation of the target genes by the DELs is genome-wide, we analyzed the density distribution of the cis-regulated and trans-regulated target genes across the chromosome (Figure S2B,C). 

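Cis-target genes of the DELs numbered 76 on 2L, 119 on 2R, 79 on 3L, 127 on 3R, 0 on chromosome 4 and 63 on X. Trans-target genes numbered 1080 on 2L, 1293 on 2R, 1203 on 3L, 1584 on 3R, 31 on chromosome 4 and 1081 on X, and 9 were mitochondrial. Of the X-linked trans-target genes, 284 were called higher and 28 lower, against 157 and 84 on 2L, 220 and 112 on 2R, 171 and 115 on 3L and 256 and 154 on 3R.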

The density distribution of target genes on chromosomes showed that the upregulated and downregulated target genes were widely distributed across the chromosomes, suggesting that aneuploidy has a wide range of effects on gene expression across the genome, and this broad effect was observed for both cis-regulated and trans-regulated target genes. Moreover, we found that the density of trans-regulated target genes was significantly higher than that of cis-regulated target genes, indicating that the regulatory effects of the DELs on their target genes were exerted mainly in trans. 

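Of the pairs tested over 6 libraries, 4668 would pass both thresholds if no DEL and mRNA were related and their values were independent and normal, and 62946 passed. The 6 libraries fall into 2 groups, and the DELs were selected because they differ between them. Once the group means were removed, 18853 pairs passed, against 12660 expected for unrelated pairs, and 5614 of the original 62946 pairs (8.9%) were among them. The expected numbers do not allow for low counts or for shifts in CPM shared within a library. The excess over them therefore cannot show that pairs are related. With the log2 of CPM + 1 in place of CPM, 5933 genes and 73328 pairs passed. From the higher density of trans-target than of cis-target genes, the paper concludes that DELs act on their targets mainly in trans.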

To further explore the role of these differentially expressed lncRNAs in the regulation of aneuploid gene expression, GO functional and KEGG pathway enrichment analyses of their target genes were performed. The GO enrichment analysis results showed that these target genes were not only involved in the metabolic processing of organic matter, material transmembrane transport, morphological structure and organ development, the oxidative stress response and other biological processes related to the metabolic development of aneuploidy, but also in the transcription process and positive regulation of RNA biosynthesis (Figure 3A–C). In addition, many genes were enriched in the supramolecular complex term in the cellular component ontology, and these enrichment analysis results indicated that lncRNAs may play an important role in the regulation of gene expression in aneuploidy.

Furthermore, by enrichment analysis of the target genes of the upregulated and downregulated DELs, we found that the enrichment results were roughly the same, but the GO terms related to transcriptional regulation appeared mainly in the enrichment results for the target genes of downregulated DELs and not in those for any of the target genes of upregulated DELs (Figure 3A,B). This indicates that in aneuploidy, lncRNAs play an important role in the regulation of growth and development processes, but the regulation of gene expression in aneuploidy involves primarily downregulated lncRNAs. To further explore TFs among the target genes of the downregulated DELs, enrichment analysis of TF-binding motifs in the sequences 5 kb upstream of the target genes of the downregulated DELs in metafemale *Drosophila* was performed. Motifs were screened according to the criterion of NES >3, and the 10 binding motifs with the highest scores are listed in Figure S5. By annotation with highconf, 17 enriched transcription factors were obtained. Among the 17 TFs, two TFs exhibited differential expression, where *Cnx14D* was upregulated and *ara* was downregulated (Figure S4C). 

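Cnx14D (FBgn0264077), on the X chromosome from 16522967 to 16525415, had 0 counts in each female library and 4, 6 and 5 counts in the metafemale libraries, at least 1.64-fold higher. These counts were too few for the test, and the gene was called only with no filter on low counts or with all 9 libraries in one fit, among the settings at the gene level. The gene ara (FBgn0015904), on 3L from 12580672 to 12596018, had 34.9 ± 4.06 CPM in females and 17.2 ± 1.42 CPM in metafemales (SD, n = 3), with a log2 fold change of -1.0 (standard error 0.1, adjusted p = 0.00106, edgeR). Its change lies at the threshold: with each library left out in turn the log2 fold change was between -1.07 and -0.95, and 4 of the 6 fits did not pass 1 in size.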

The key transcription factors form a complex regulatory network with their predicted target genes, with a single transcription factor regulating a large number of genes on different chromosomes. This suggests that the regulation of target genes by lncRNAs occurs on a genome-wide scale (Figure S4C).

### 2.4. lncRNA-mRNA Interaction Network

To identify key lncRNAs related to the regulation of aneuploid gene expression, based on the enrichment results of the target genes, we screened the target genes in the GO terms related to transcriptional regulation (Figure 3C) and obtained the corresponding differentially expressed lncRNAs based on the target interaction relationship. The results were imported into Cytoscape software to construct the lncRNA-mRNA interaction network related to transcriptional regulation in aneuploidy. Among the 147 target genes related to aneuploidy, 41 were downregulated, 26 were upregulated, 7 were both transcriptionally upregulated and downregulated, and 73 had no significant differences in expression between metafemale individuals and normal diploid female individuals.

To construct an lncRNA-mRNA interaction network, we used the cytoHubba plug-in in Cytoscape to calculate the maximal clique centrality (MCC) value of each node in the network and sorted the nodes according to the MCC values from high to low. The results are shown in Table 1. 

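Of the 8 lncRNAs listed in Table 1, 6 were called as DELs. Among these, the log2 fold changes were -3.85 for CR42765, -1.18 for CR46258 (adjusted p = 0.0085, edgeR), -2.74 for CR45232 (adjusted p = 0.013, edgeR), 2.71 for CR44948 (adjusted p = 0.00688, edgeR), 1.16 for CR43651 (adjusted p = 0.00469, edgeR) and -1.81 for CR45972 (adjusted p = 0.0257, edgeR). CR45972 rested on 15, 20 and 18 counts in the female and 6, 4 and 5 counts in the metafemale libraries, and in each of the 6 fits that left out a library it did not pass, with an adjusted p from 0.0536 to 0.0928. CR43940 and CR45170 had too few counts for the test. CR45170 had 4 counts in female replicate 2 and 0 in every other female and metafemale library. Of the protein-coding genes in Table 1, br on the X chromosome (1575132 to 1664869) fell from 1147 ± 243 CPM to 409.7 ± 118 CPM (SD, n = 3), a log2 fold change of -1.49 (standard error 0.2, adjusted p = 0.00241, edgeR), and Wbp2 on 3L was not called, with a log2 fold change of 0.19 (adjusted p = 0.139, edgeR).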

Two lncRNAs with MCC > 30 (CR43940 and CR42765) were selected as hub lncRNAs in the network, and their corresponding target genes were screened to construct a subnetwork (Figure 4A). 

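CR43940 (FBgn0264568) lies on 3L from 21594597 to 21595460 on the + strand, in the BDGP6.54 build. It had 4 counts in each female library and 0 in each metafemale library, at least 1.37-fold lower, and had too few counts for the test. Among the settings at the gene level it was called only with no filter on low counts. CR42765 (FBgn0261833) lies on 3R from 26324499 to 26325294 on the - strand. It had 42, 39 and 54 counts in the female and 3, 6 and 0 in the metafemale libraries, or 0.293 ± 0.0862 CPM against 0.0191 ± 0.018 CPM (SD, n = 3), with a standard error of 0.83 for its log2 fold change and an adjusted p of 0.0119 (edgeR). Leaving out each library in turn gave log2 fold changes between -4.81 and -3.27 for CR42765. The metafemale counts of both lncRNAs lie near the floor of 3 counts.

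**Figure D2:**
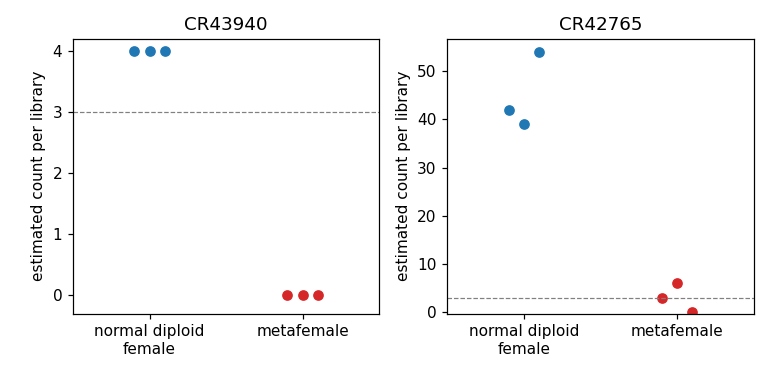
Estimated counts (vertical axis) of CR43940 and CR42765 in each female and metafemale library (horizontal axis). Each point is a library and the dashed line marks the floor of 3 counts; the 3 metafemale values of CR43940 are at 0.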

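The 33 protein-coding targets drawn in Figure 4 were all found in the table, and 27 were lower and 6 higher in metafemales. At the gene level 15 passed both thresholds in the direction drawn, 13 of them lower and 2 higher. Among the lower ones, CycK on 2L (22124285 to 22130142) had the largest change, with a log2 fold change of -2.63 (standard error 0.35, adjusted p = 0.00247, edgeR), and Dll on 2R and dar1 on 3L had log2 fold changes of -1.37 and -1.4. The higher ones were CG11617 on 2L and CG32564 on X, with log2 fold changes of 2.03 and 2.21. A further 9 of the 33 passed the adjusted p alone, with log2 fold changes under 1 in size, among them su(Hw) on 3R with -0.71 (adjusted p = 0.00184, edgeR). For 29 of the targets at least 1 transcript was called lower, and for 5 at least 1 was called higher, when single transcripts were tested with DESeq2, a setting chosen after the data had been seen.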

In the network, these two lncRNAs have many overlapping target genes and most of these target genes are downregulated (green diamonds) in metafemale *Drosophila* (Figure 4A). 

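The gene ac (achaete, FBgn0000022) lies on the X chromosome from 370031 to 370947 on the + strand. It had 177, 217 and 217 counts in the female libraries and 32, 58 and 82 in the metafemale libraries, or 1.33 ± 0.322 CPM against 0.353 ± 0.129 CPM (SD, n = 3). The log2 fold change was -1.85 (standard error 0.37, adjusted p = 0.00892, edgeR), and it stayed between -2.16 and -1.57 with each library left out in turn. The gene is present in 3 copies in metafemales, and its counts were lower in every metafemale library than in any female library.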

Among these downregulated overlapping target genes (Figure 4B), ac is a reported inverse dosage regulator whose overexpression on the X chromosome causes genes on autosomal chromosomes to exhibit an inverse dosage effect [34]. Sin3 is a large scaffolding protein that modifies chromatin structure and regulates gene expression by recruiting histone deacetylases and other transcription factors. 

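Sin3A (FBgn0022764) lies on 2R from 12575240 to 12592917 on the - strand. Summed over its 10 transcripts, it had 163 ± 15.2 CPM in females and 118 ± 16.2 CPM in metafemales (SD, n = 3), a log2 fold change of -0.46 (standard error 0.09, adjusted p = 0.00913, edgeR), which is under the fold-change threshold. The log2 fold change was between -0.49 and -0.41 with each library left out in turn. When single transcripts were tested with DESeq2, a setting chosen after the data had been seen, 2 of the 10 were called lower. FBtr0347014 had 485, 556 and 649 counts in the female libraries and 0 in each metafemale library (adjusted p = 1.1e-19, DESeq2), and FBtr0303566 had 406, 135 and 41 against 22, 6 and 20 (adjusted p = 0.00111, DESeq2). The most abundant transcript, FBtr0303565, had a log2 fold change of -0.36 (adjusted p = 0.233, DESeq2). Transcripts of one gene share exons, so their estimated counts depend on how the reads were divided between them.

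**Figure D3:**
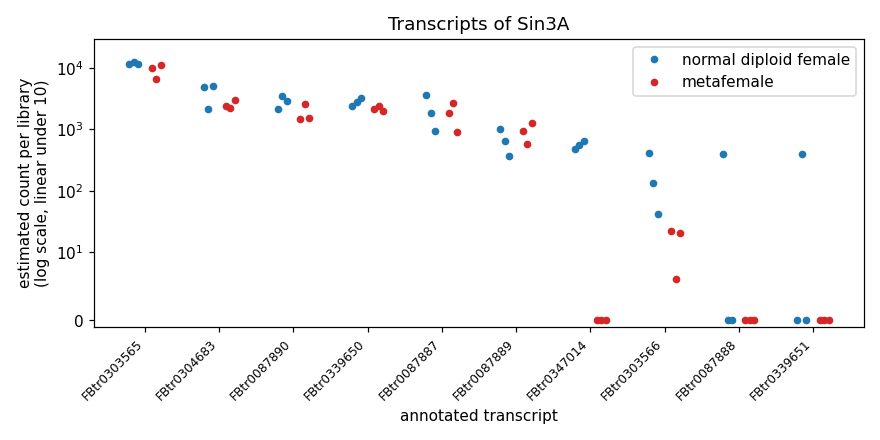
Estimated counts (vertical axis, logarithmic above 10 and linear under it) of the 10 Sin3A transcripts (horizontal axis) in the female and metafemale libraries. Each point is a library; FBtr0347014 is at 0 in all 3 metafemale libraries, while those of FBtr0303565 lie between 6576 and 12356 in all 6 libraries.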

The *Drosophila* genome encodes only one Sin3 protein, namely, Sin3A, which regulates almost 3% of *Drosophila* genes and has a profound impact on *Drosophila* gene expression [47]. 

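MED1 (FBgn0037109) lies on 3L from 21628325 to 21634446 on the - strand. It had 16.2 ± 2.46 CPM in females and 10.8 ± 1.08 CPM in metafemales (SD, n = 3), a log2 fold change of -0.56 (standard error 0.1, adjusted p = 0.00702, edgeR), also under the fold-change threshold. Of its 3 transcripts, FBtr0078464 was called lower, with 848, 798 and 692 counts in the female and 197, 261 and 325 in the metafemale libraries (log2 fold change -1.56, adjusted p = 9.97e-12, DESeq2). The other transcripts had log2 fold changes of -0.38 and -0.16, and neither was called.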

MED1 is one of the components of the multiprotein mediator complex that mediates the expression of RNA polymerase II and transcription factors and is involved in regulating the expression of almost all genes that depend on RNA polymerase II transcription (Figure 4B). The changes in the expression of these genes may be one of the reasons that a large number of genes in metafemale *Drosophila* show dosage compensation or inverse dosage effects at the genome level. To understand the location relationship of the two hub genes and their cis-regulated target genes more clearly, we selected two representative target genes and mapped their locations on chromosomes 3L and 3R, respectively (Figure S6). The figure shows that the target genes are located very close to their corresponding hub lncRNAs on the chromosome, which makes their cis regulation by the hub lncRNAs very convenient. 

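The text does not name the 2 targets mapped in Figure S6, so the distances were taken to the targets drawn in Figure 4. In the BDGP6.54 annotation, the target drawn in Figure 4 that lies nearest to CR43940 on 3L is MED1, at a distance of 32865 bp, and the one nearest to CR42765 on 3R is Ets97D, at 585481 bp. None of the 11 targets on 3L and the 5 on 3R lies within 10 kb of the hub lncRNA on its arm. Within that window, the annotation places TfAP-2 beside CR43940 and osy beside CR42765. Within 100 kb there are 38 genes around CR43940 and 9 around CR42765.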

These results could provide valuable insight into the potential regulatory mechanism of these hub lncRNAs in metafemale *Drosophila.*

### 2.5. Validation of Candidate Inverse Dosage Modulators

To verify whether the above target genes are regulators of the inverse dosage effect, the expression matrix of mutants of these genes was searched in the GEO public database to explore whether their mutation affects expression levels in individuals at the genomic level. The GSE81221 dataset contains the gene expression profiles obtained after RNAi-mediated knockdown of 483 transcription factors in *Drosophila* S2R+ cells, including the profile obtained after *MED1* knockdown, while the GSE133064 dataset includes sequencing results of *Drosophila* with ovary-specific knockdown of *Sin3A*. The gene expression ratio distribution curve map was plotted to visualize the changes in expression levels in each mutant at the genomic level. For *Sin3A* knockdown mutants, the expression ratios of genes on the sex chromosomes were centered on a value slightly greater than 1.0, namely, a mild rightward shift occurred; the changes in autosomal genes, by contrast, were more pronounced, not only exhibiting a rightward shift, but also a value of the highest peak slightly greater than 1.0 (Figure 5A,B), indicating that knockdown of *Sin3A* resulted in a slight overall upregulation of gene expression. This phenomenon was more obvious in individuals with *MED1* knockdown mutations. Although the genes on autosomes and sex chromosomes had a low peak ratio of approximately 1.0, the expression ratio of most genes was centered around a value of 1.3, which was significantly increased (Figure 5C,D). Knockdown of genes involved in the positive regulation of transcriptional processes instead led to genome-wide upregulation of expression, similar to the effects of specific inverse dosage effect modulators reported previously [34], indicating that Sin3A and MED1 may also be potential inverse dosage modulators.

## 3. Discussion

The impact of aneuploidy on an individual is usually more severe than that of altered ploidy of the whole set of chromosomes [48]. This phenotypic effect of aneuploidy was observed as early as a century ago [10,12], but its molecular mechanisms are still poorly understood [9]. In the early days of the development of molecular genetics, the basis of this effect was thought to be the direct gene-dosage effect of the genes with changed copy numbers [8,49]. However, many subsequent studies showed that quite a few genes on the altered chromosomes produced a similar number of products compared with that in normal diploid individuals, that is, dosage compensation occurred [18,50,51]. In addition, some studies have proven that the expression of genes on the unaltered chromosomes in aneuploid individuals also changes, and the dominant effect is an inverse correlation with the dosage of the altered region, a phenomenon called the inverse dosage effect [18,19,21,28,50]. The results of our study show that the expression of genomic mRNA was affected by the dosage effect and inverse dosage effect resulting from the genomic imbalance and that genes simultaneously affected by the dosage effect and inverse dosage effect exhibit dosage compensation. In our study, the heatmap of the density distribution of differentially expressed genes on the chromosomes clearly shows that the effect of aneuploidy on gene expression is widespread (Figure 2E,F). The X chromosome of metafemale *Drosophila* showed dosage compensation, while the expression of genes on autosomes was affected by the inverse dosage effect (Figure 1A,B). To gain an in-depth understanding of the impact of aneuploidy on the regulation of genome-wide expression levels, we carried out enrichment analysis of genes corresponding to the differentially expressed mRNAs between metafemale *Drosophila* and normal diploid female *Drosophila* and found that many important biological processes were affected by the state of aneuploidy, for example, the metabolic processing of organic matter, the regulation of morphogenesis of the anatomical structure of *Drosophila* and the level of memory and cognition, which may explain why aneuploidy has such a serious impact on organisms. Among these effects, the effects of aneuploidy on mitochondrial function and metabolic pathways of some amino acids were extraordinarily significant (Figure 2G,H), probably because the gene dosage imbalance in aneuploidy induces proteotoxic stress and activates autophagy to maintain proteostasis [52]. In this process, saturation of autophagy leads to the impairment of the mitophagy in cells, and mitochondria themselves may also be affected by proteotoxic stress. Consequently, dysfunctional mitochondria accumulate intracellularly [53].

We also carried out an analysis of differentially expressed lncRNAs to explore the effects of lncRNAs on the regulation of gene expression in aneuploidy. By interacting with DNA, RNA, proteins and other molecules, lncRNAs are involved in the structural modification of chromatin, the recruitment of the transcription machinery and the processing and degradation of mRNA, regulating gene expression in cis or trans [37,38]. Considering that lncRNAs are also important transcriptional regulatory elements and have many target molecules (including transcription factors), we speculate that lncRNAs play an important role in the regulation of gene expression in aneuploidy. The results showed that aneuploidy status also had a genome-wide effect on lncRNA expression (Figure 2F), that lncRNAs were more sensitive to changes in dosage than mRNAs (Figure 1C,D), and that their peak ratio range on the gene expression ratio distribution plot was wider than that of mRNAs and showed a double inverse dosage effect on autosomes (Figure 1C) and overcompensation on the X chromosome (Figure 1D). As a rule, inverse dosage modulators are more sensitive to changes in dosage. For example, in previous studies, transcription factors and signal transduction components, which constitute the main group of inverse dosage modulators, showed a clear trans distribution, and the gene expression peak ratio in trisomy was less than 0.67 [8]. These results suggest that lncRNAs may be similar to some transcriptional regulators and signal transduction components and that they are also an important group of inverse dosage modulators.

Since lncRNAs mainly affect a series of biological processes by regulating the expression of target genes, we searched for and identified the over-represented target genes of the DELs between metafemale *Drosophila* and normal diploid female *Drosophila*. We found that the upregulated and downregulated target genes of the DELs were widely distributed across the chromosomes, suggesting that aneuploidy has a wide range of effects on gene expression across the genome, and this broad effect was observed for both cis-regulated and trans-regulated target genes (Figure S2B,C). Moreover, we found that the density of trans-regulated target genes was significantly higher than that of cis-regulated target genes, indicating that the regulatory effects of DELs on their target genes were mainly exerted in trans (Figure S2B,C). Interestingly, the target genes of the downregulated lncRNAs, but not those of the upregulated lncRNAs, were enriched in terms related to transcriptional regulation (Figure 3A,B), indicating that the regulation of gene expression in aneuploidy is mediated primarily by downregulated lncRNAs. This phenomenon may be explained by previous findings on transcription factors in trisomy, that is, trisomy reduces the expression of those unlinked lncRNAs, which in turn regulate the expression of target genes through cascade reactions [8].

The response of aneuploid gene expression to dosage depends on the regulatory network [30,54,55], and the increased connectivity of these genes to other members of the network makes them more sensitive to changes in dosage because there is potential for a titrating effect (i.e., useless intermediate complexes produced by overexpression) and a need for stabilization [56]. Therefore, we constructed an lncRNA-mRNA interaction network and searched for nodes with high correlation in the network (lncRNA CR43940 and lncRNA CR42765) to identify hub genes (Table 1). Following the above line of reasoning, these nodes should be key components in the regulatory network of aneuploid gene expression. Subsequent research results confirmed this hypothesis, and two of the downstream target genes were potential inverse dosage modulators. However, there is not much information on the functional annotation and description of these two lncRNAs, and further research is needed to explore their specific roles in the regulatory network of aneuploid gene expression.

By studying the regulators of the white gene in *Drosophila*, it was found that the regulatory mechanism of dosage change in aneuploidy can be narrowed down to the role of single genes [31,32] called inverse dosage modulators. Their functions are often related to expression regulation, and most of these genes are components of macromolecular complexes [29,57]. In this study, we also focused on certain genes related to transcriptional regulation and found several possible inverse dosage modulators. Among them, ac (achaete) is a BHLH transcription factor that usually forms a complex (AS-C) with sc (scute), which promotes the formation of neural precursors in metazoans [58,59]. In a previous study, overexpression of ac produced an effect similar to that of aneuploidy, causing genes on autosomes to exhibit an inverse dosage effect, indicating that ac is an inverse dosage modulator [34]. Sin3A is a large scaffold protein that modifies chromatin structure by recruiting histone deacetylases and other transcription factors, thereby regulating gene expression [47]. It is a genome-wide transcriptional regulator with the ability to positively or negatively regulate the expression of various genes and thus participate in the regulation of various biological processes, including cell proliferation, differentiation, apoptosis and cell cycle progression, and it is related to various signaling pathways, such as the Hippo and JNK pathways [60,61]. MED1 is one of the components of the multiprotein mediator complex, which mediates the action of gene-specific transcription factors at enhancers and the transcriptional mechanism of RNA polymerase II (RNAPII) at promoters. It also interacts with other factors involved in transcription, chromatin regulation and mRNA processing, and is the node of RNAPII-mediated transcription [62]. As a coactivator, MED1 is involved in almost all RNAPII-dependent transcriptional regulatory processes [63]. Our results showed that knockdown of *Sin3A* and *MED1* shifted the peak on the gene expression ratio distribution plot to the right, indicating upregulation of gene expression (Figure 5), an effect that may be explained by the model of the gene balance hypothesis [64]. However, it should be noted that although mutations in *Sin3A* and *MED1* can mimic the regulation of aneuploid gene expression, the magnitude of this regulation is relatively small, especially for *Sin3A* (Figure 5A,B). To a certain extent, this also shows that the regulation of gene expression by aneuploidy is actually the result of a series of dosage-sensitive regulatory factors acting as members of macromolecular complexes to form a complex gene expression regulatory network [34].

The effects of aneuploidy on the genome have not only been demonstrated in *Drosophila*; similar results have been found in other species, such as maize and humans [50,65,66,67]. The results of previously reported research on DS show that most of the chromosome 21 transcripts are compensated for the gene-dosage effect [65]. In addition, by mimicking sex-chromosome dosage (SCD) effects in lymphoblastoid cell lines, scientists found that the downregulated expression of X-linked genes with increasing X-chromosome number and these effects of SCD occurred broadly across the genome, with potential implications for human phenotypic variation [66]. Furthermore, research on human sex-chromosome aneuploidy diseases, Klinefelter syndrome (KS) and Turner syndrome(TS), shows that there are 94 DEGs that overlap between TS and female and KS and male comparisons, indicating the existence of common molecular mechanisms for gene regulation in TS and KS that transmit the gene dosage changes to the transcriptome [67]. These results all support our research results to a certain extent, and the study of *Drosophila* aneuploidy is of great significance to the investigation of the mechanism of human aneuploidy disease.

The severe phenotypic effects of aneuploidy on individuals may originate from genomic imbalance [56,68]. Early explanations of genome balance were mainly based on two different viewpoints: the balance of enzymes/metabolism and the balance of gene expression regulation, but subsequent accumulating evidence suggested that most of the balance mechanisms may reflect some form of balance of gene expression regulation [68]. With regard to the influence of aneuploidy on the regulation of gene expression, some current studies have provided further understanding. For example, the effect of aneuploidy is progressive: the more severe the aneuploidy is, the more pronounced the effect [30,69]. Genes in different functional groups showed different responses to aneuploidy [8,69], transcription factors and signal transduction components were more obviously regulated by inverse dosage effects, and the responses of transcription factors and their target genes showed significant inconsistency [8]. Considering these findings and the observation that the condition of aneuploidy likely reflects a disturbed balance of regulated genes in the genome, the gene regulation mechanism may be explained by the gene balance hypothesis [56]. The gene balance hypothesis states that changes in the stoichiometry of multisubunit complex components affect the assembly kinetics of the complex, which in turn affects the number of functional products and gene expression patterns, ultimately affecting the phenotype and fitness of individuals [5]. Subsequent studies have also shown that most of the components of these multisubunit complexes are transcription factors, signal transduction components and chromatin modifiers, consistent with the findings listed above [33]. Although this gene regulatory mechanism involves numerous complex processes and has not been elucidated in detail, studies on quantitative traits, haploinsufficiency, evolutionary genomics and copy number variation (CNV) have all demonstrated that dosage changes in macromolecular complex components may be related to the regulation of gene expression in aneuploidy [5,56,57,68,70,71,72]. However, the regulation of genomic imbalance in aneuploidy at the level of genomic expression may be more complex than we determined; some studies have shown that in addition to lncRNAs, microRNAs and TEs are also involved [73,74,75]. The regulatory networks and specific molecular mechanisms remain to be further explored. 

## 4. Materials and Methods

### 4.1. Drosophila Stocks and Crosses

The *Drosophila* strains used in the study were Canton S wild type and C (1) DX, ywf/winscy, which were cultured on cornmeal sucrose medium at 25 °C. The metafemale *Drosophila* samples were obtained from crosses of ywf/winscy females with Canton S males. The adult flies in the culture flasks were emptied and cultured at 25 °C, and fruit flies newly emerged within 10 h were collected. Since it is difficult for metafemale *Drosophila* to survive to the adult stage, screening begins at the third-instar larval stage of the progeny. Three types of viable third-instar larvae were obtained after crossing: metafemale larvae with black mouthparts (C(1) DX^y−^ X^y+^), male larvae with black mouthparts (X^y+^ Y) and female larvae with yellow mouthparts (C(1) DX^y−^ Y). Metafemale larvae with black mouthparts can be screened according to sex and mouthpart color (Figure S7). At the same time, the third-instar larvae of Canton S wild-type *Drosophila* were selected as controls. The collected samples were placed in a −80 °C freezer for subsequent experiments.

### 4.2. RNA Extraction and Sequencing

RNA was extracted using TRIzol Reagent obtained from Invitrogen (Thermo Fisher Scientific, Waltham, MA, USA) and processed using a *DNase I, RNase-Free kit* obtained from Thermo Scientific (Thermo Fisher Scientific, USA). The collected RNA was sent to the company for sequencing. Briefly, quality detection and concentration measurement were performed on RNA samples, then an RNA-Seq library was constructed. Illumina PE150 (paired-end 150 nt) high-throughput paired-end sequencing was performed according to the effective concentration of the library.

### 4.3. RNA Sequencing Analysis

RNA-Seq sequencing data were analyzed using Hisat2 software (version 2.0.5) [76]. For lncRNAs, Cuffmerge software (version 2.2.1) [77] was used to trim, filter and screen database annotation lncRNAs for subsequent analysis. The *Drosophila* reference genome and genome annotation information used in this process were downloaded from the Ensembl database (reference genome: ftp://ftp.ensembl.org/pub/release-102/fasta/drosophila_melanogaster/dna/; genome annotation file: ftp://ftp.ensembl.org/pub/release-102/gtf/drosophila_melanogaster/, accessed on 10 March 2021).

Stringtie software (version 1.3.3) was used to splice the reads matched to the genome into transcripts and quantify them [78]. After obtaining the read count value expressed by each gene, FPKM (fragments per kilobase of transcript sequence per millions base pairs sequenced) values were calculated. These values simultaneously correct the effects of sequencing depth and gene length on fragment counts, and the method is currently the one most commonly used for estimating gene expression levels. Principal component analysis (PCA), boxplot and clustered heatmap of sample distances were plotted to demonstrate the good repeatability (Figure S8).

### 4.4. Ratio Distribution

The data from RNA sequencing were normalized to calculate CPMs (counts per million). Using the CPM of each gene in normal diploid female *Drosophila* as a control, the ratio of the experimental group to the control group was calculated, and the ratio distribution plots was generated using the ggplot2 (version 3.3.5) [79] package in the R program. The sequencing data used to draw the mutant ratio distribution plots were sourced from the GEO database (https://www.ncbi.nlm.nih.gov/geo/, accessed on 27 January 2022), and the sequencing data for the *Sin3A* knockdown mutation came from GSE133064, while the sequencing data for the *MED1* knockdown mutation came from GSE81221.

### 4.5. Differential Expression Analysis

Differential gene expression analysis was performed using the DESeq2 package (version 1.34.0) [80], resulting in log2FoldChange values (log2FC), *p*-values (Wald test), and adjusted *p*-values (padjs). To avoid the large dispersion of log2FC values at low read counts, the log2FC values were shrunk using the apeglm package (version 1.16.0) [81]. Differentially expressed genes were screened, with |log2FC| > 1 and padj < 0.05 as criteria, where log2FC > 1 and log2FC < −1 represented upregulated and downregulated genes, respectively. The heatmap of differential genes was plotted using the pheatmap package (version 1.0.12), and the heat map of the density distribution of differential genes on chromosomes was drawn using the RIdeogram package (version 0.2.2) [82].

### 4.6. Differential lncRNA Target Gene Prediction

The regulation of lncRNAs on target genes is mainly divided into cis and trans. The prediction of cis-target genes is mainly based on the positional relationship (co-location) of lncRNA and target genes in the genome, and they are determined by finding genes within 10kb upstream and downstream of lncRNAs; trans-target genes are mainly determined according to the expression correlation (co-expression) of lncRNAs and mRNAs. By calculating the Pearson correlation coefficient (PCC) between the differential lncRNA and mRNA of each sample and selecting the lncRNA-mRNA pair whose absolute correlation coefficient value is greater than 0.95 (|PCC| > 0.95) and whose *p*-value < 0.01, the trans-target genes of differential lncRNAs can be obtained.

### 4.7. Target Gene Enrichment Analysis

The clusterProfiler package (version 4.2.0) [83] was used to perform Gene Ontology (GO) enrichment and KEGG Pathway enrichment analysis on genes with differential mRNAs and target genes of differential lncRNAs. The GO annotation information was sourced from “org.Dm.eg.db” (version 3.14.0), and the KEGG database was obtained from online data (https://www.genome.jp/kegg-bin/show_organism?org=dme, accessed on 15 July 2021). For the target genes of differential lncRNAs, GO terms with padj values less than 0.05 were screened and classified into one of three categories: Molecular Function (MF), Biological Process (BP) or Cellular Component (CC), then plotted in a GO enrichment histogram.

### 4.8. Transcription Factor Analysis

Transcription factor enrichment analysis was performed using RcisTarget (version 1.10.0) in R. The over-expressed TF-binding motifs of the upstream 5 kb sequence of the selected downregulated genes were analyzed using the database provided. Then, the possible regulatory transcription factors were searched based on these enriched motifs and screened according to their expressions [84]. The circular diagrams of regulatory networks for candidate transcription factors were plotted using Circos (version 0.69.8) [85].

### 4.9. lncRNA-mRNA Interaction Network

Target genes annotated with transcriptional regulation and chromatin modification functions were screened, and corresponding differential lncRNAs were obtained according to the target interaction relationship. The results were imported into Cytoscape software (version 3.8.2) [86] to construct an lncRNA-mRNA interaction network, and the cytoHubba (version 0.1) [87] plugin was used to calculate the hub genes in the interaction network. Since the MCC method has good performance in network prediction [87], the calculation results were sorted according to the MCC values, and the lncRNAs with higher MCC values were selected as the key lncRNAs.

## 5. Conclusions

In this study, transcriptome data of metafemale *Drosophila* and normal diploid female *Drosophila* were analyzed, and the phenomenon of dosage compensation and inverse dosage effects of mRNAs and lncRNAs in aneuploidy on a genome-wide scale were observed. Functional annotation of differentially expressed genes explains why aneuploidy causes severe phenotypic effects at the molecular and cellular levels. To search for key factors in the regulatory network of gene expression in aneuploidy, we constructed an lncRNA-mRNA interaction network and verified the role of two potential inverse dosage modulators, and found that their knockdown resulted in a genome-wide upregulation of gene expression, indicating that mutations in a single regulatory factor can mimic the effects of aneuploidy on gene expression, producing inverse dosage effects. Most importantly, we found that lncRNAs are more sensitive to dosage changes than mRNAs and that aneuploidy status affects lncRNA expression, which in turn affects downstream gene expression through a cascade, including expression of transcription factors. We also discovered two key lncRNAs, although their specific roles remain to be explored. Most previous studies on aneuploidy only focused on the role of protein-coding genes; this study, however, revealed that noncoding RNAs also play a role in the regulation of gene expression in aneuploidy by analyzing the expression of lncRNAs in metafemale *Drosophila*. This will help scientists to further understand the expression regulation mechanism of aneuploidy.

## Figures and Tables

**Figure 1:**
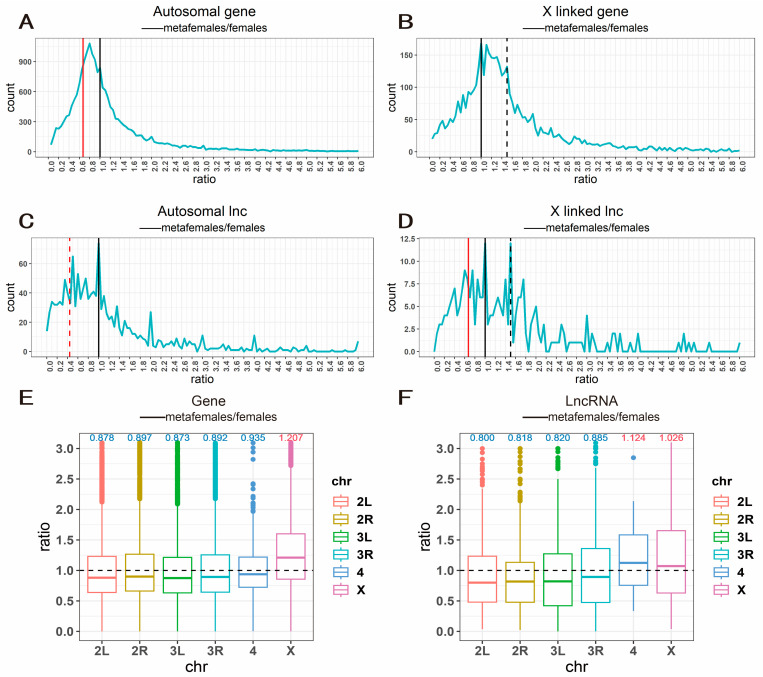
Ratio distribution of gene expression of metafemale flies. When mapping, it is divided into autosomes and X chromosomes according to the location of the transcripts on the chromosome and divided into mRNAs and lncRNAs according to the type of transcripts. (**A**,**B**) Ratio distributions of gene expression in metafemale (XXX) compared with normal diploid individuals. All genes are divided into autosomal genes (**A**) and X linked genes (**B**) according to their positions on chromosomes. The vertical red solid line represents the ratio 0.67 (the ratio of inverse dosage effects (2/3)), the vertical black solid line represents the ratio 1.00 (no change) and the vertical black dashed line shows the ratio 1.50 (the ratio of gene dosage effects (3/2)). The frequencies were plotted in bins of 0.05. (**C**,**D**) Ratio distribution of lncRNAs in metafemale (XXX) compared with normal diploid individuals. All genes are divided into autosomal lncRNAs (**C**) and X linked lncRNAs (**D**) according to their positions on chromosomes. The vertical red solid line represents 0.67 (the ratio of inverse dosage effects (2/3)), the vertical black solid line represents 1.00 (no change), the vertical red dashed line represents 0.44 (the ratio of double inverse dosage effect (0.67 × 0.67)) and the vertical black dashed line represents 1.5 (the ratio of gene dosage effects (3/2)). The horizontal axis represents the ratio of gene expression values compared to normal females, and the vertical axis represents the frequency ratios that fall into each bin of 0.05. (**E**,**F**) Boxplots of gene expression ratios of mRNAs (**E**) and lncRNAs (**F**) on individual chromosomes; the top numbers represent the medians of gene expression ratios, where red indicates upregulation and blue indicates downregulation.

**Figure 2:**
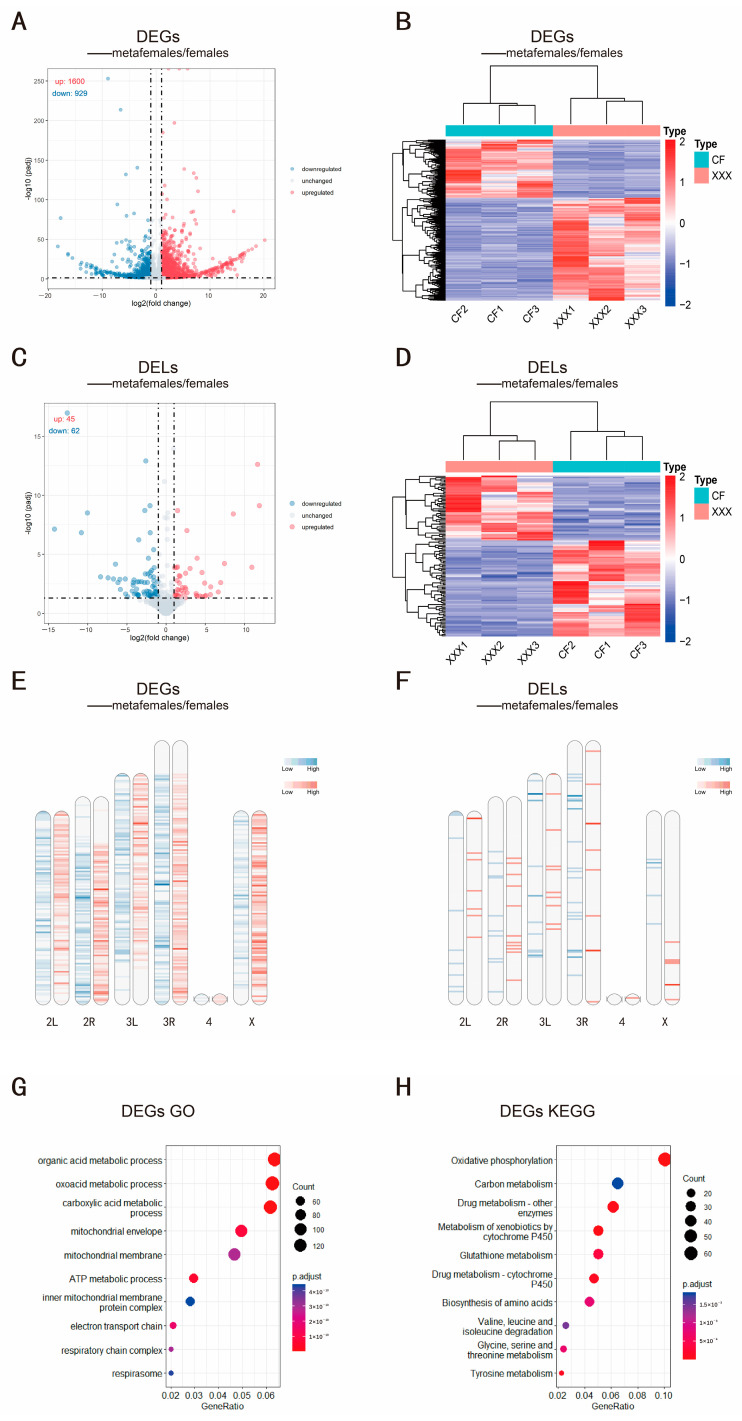
DEG and DEL analysis of metafemale and diploid females and enrichment of DEGs. (**A**,**B**) Volcano map and heatmap of DEGs, where CF represents normal diploid female *Drosophila* and XXX represents metafemale *Drosophila*. (**C**,**D**) Volcano map and heatmap of DELs. (**E**,**F**) Density heatmaps of the distribution of DEGs and DELs along chromosomes in metafemale *Drosophila*. The red bands represent upregulated DEGs or DELs, and the blue bands represent downregulated DEGs or DELs, respectively. The darker colors show a greater density of the DEGs or DELs. (**G**) Bubble chart of GO enrichment analysis of differential genes. (**H**) Bubble chart of KEGG enrichment analysis of differential genes. The picture shows the top 10 terms of the enrichment results, where the *X*-axis represents the gene ratio, that is, the ratio of the number of genes in a certain term to the number of genes in all alignments, and the *y*-axis represents the specific enriched term. The color of the bubble reflects the *p*-adjust value of the enrichment, and the size of the bubble reflects the number of genes enriched in the term.

**Figure 3:**
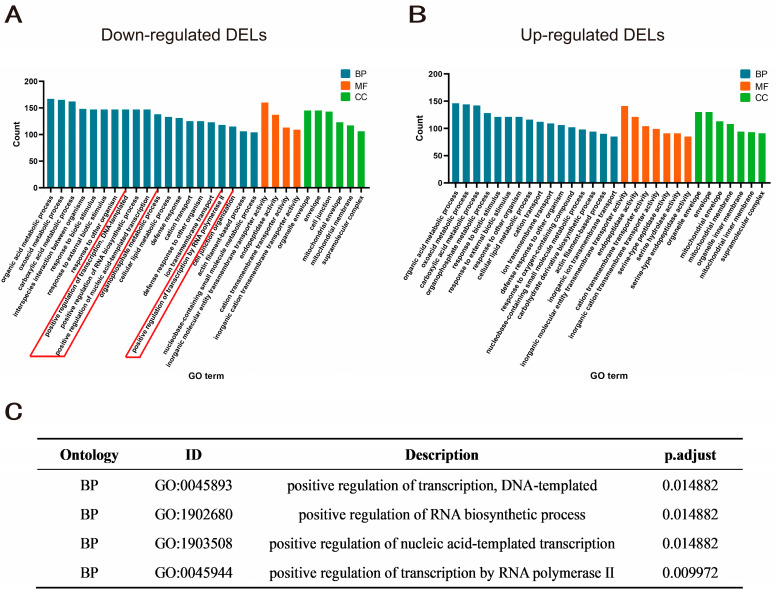
Enrichment of target genes for DELs. (**A**,**B**) GO enrichment results of target genes of down and upregulated DELs. The horizontal axis represents the enriched GO terms, the vertical axis represents the number of genes enriched for each GO term, and the three colors from left to right represent biological processes, molecular function and cellular composition, respectively. (**C**) The enrichment information for GO terms related to the positive regulation of transcription process.

**Figure 4:**
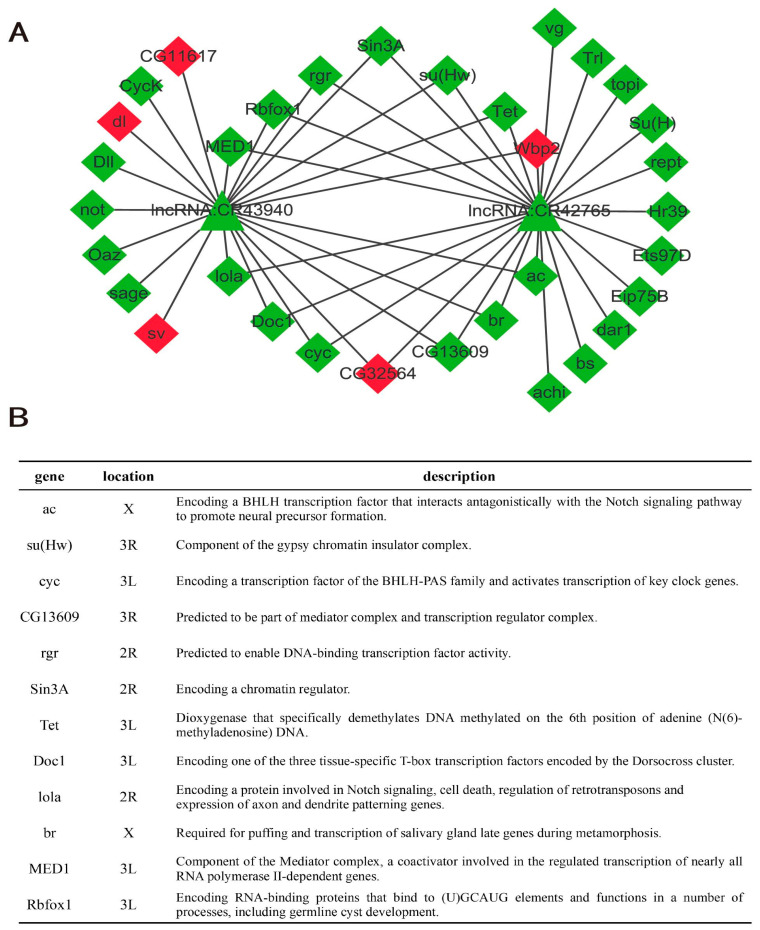
Hub lncRNAs and their target genes. (**A**) Subnetwork composed of lncRNAs with MCC values >30 and their target genes, where triangles indicate lncRNAs, diamonds indicate mRNAs, green indicates that the gene is downregulated in metafemale flies and red indicates upregulation. (**B**) Information on the common downregulated target genes of lncRNA CR43940 and lncRNA CR42765. Chromosomal location information and functional descriptions were obtained from the Flybase website (http://flybase.org/, accessed on 3 December 2021).

**Figure 5:**
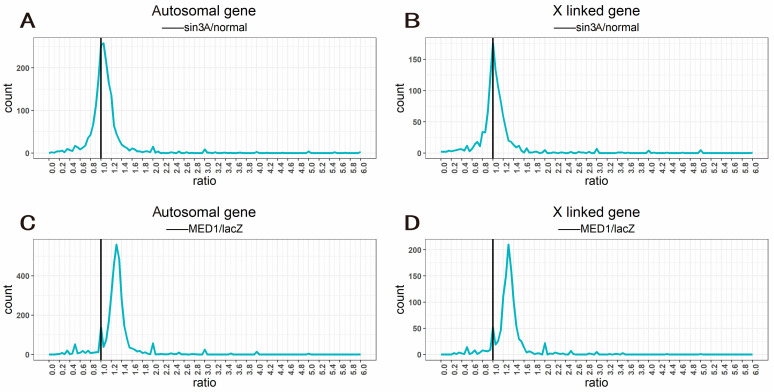
Ratio distribution of gene expression of candidate target gene mutants. (**A**,**B**) Ratio distribution of gene expression of *Sin3A* knockdown mutants, with wild type as the control group; all genes are divided into autosomal genes (**A**) and X linked genes (**B**) according to their positions on chromosomes. (**C**,**D**) Ratio distribution of gene expression of *MED1* knockdown mutants, with RNAi-mediated knockdown of exogenous *E. coli* LacZ gene as a control; all genes are divided into autosomal genes (**C**) and X linked genes (**D**) according to their positions on chromosomes. The ratio distribution map was plotted using the geom_freqpoly () function in the ggplot2 package. The horizontal axis represents the ratio of gene expression values compared to the control group, and the vertical axis represents the frequency ratios that fall into each bin of 0.05. The vertical black solid line represents the ratio 1.0 (no change).

**Table 1:** The calculation results for the lncRNA-mRNA interaction network.

Node_Name	MCC	DMNC	MNC	Degree	EPC	Bottleneck	Eccentricity	Closeness	Radiality	Betweenness	Stress
lncRNA:CR43940	31	0	1	32	50.165	4	0.19721	96.48333	6.27612	3619.788	202,948
lncRNA:CR42765	30	0	1	30	49.031	4	0.19721	94.9	6.21069	3721.355	213,714
lncRNA:CR46258	29	0	1	29	49.566	3	0.19721	94.11667	6.20134	2571.495	165,596
br	25	0	1	25	44.288	4	0.16434	96.13333	6.24808	5976.691	263,602
lncRNA:CR45232	25	0	1	25	46.97	6	0.19721	90.03333	6.08919	2361.111	173,502
lncRNA:CR44948	23	0	1	23	45.544	6	0.19721	86.81667	5.99572	1835.18	130,014
lncRNA:CR45170	23	0	1	23	45.698	1	0.19721	90.51667	6.17331	2923.464	174,554
lncRNA:CR43651	22	0	1	22	46.481	2	0.19721	88.55	6.08919	1555.737	120,006
lncRNA:CR45972	21	0	1	21	44.079	17	0.19721	87.28333	6.07049	2236.299	136,518
Wbp2	20	0	1	20	44.254	52	0.16434	88.28333	6.07049	2891.457	144,714

## Data Availability

The sequencing data have been deposited in the Gene Expression 695 Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/, accession no. GSE224569, accessed on 7 February 2023).

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24098381/s1.

How the deposited data were processed for this re-analysis (not part of the article)

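The data are the transcript counts of 9 RNA libraries of whole *Drosophila* larvae, 3 each of metafemales, normal diploid females and normal diploid males. The paper reports on the metafemales and females, and the males were used as a check of the labels and for comparison. Libraries were assigned to groups and replicates by the names of the table's columns and the sample labels. The authors aligned paired reads of 150 bases with Hisat2 2.0.5, screened annotated lncRNAs with Cuffmerge 2.2.1, and deposited one table of expected counts per transcript, as estimated by StringTie 1.3.3 with the Ensembl annotation. The values are whole numbers of at least 0, so no rounding was needed before the tests, and the totals differ between libraries, so no normalization had been applied. An estimated count of a transcript divides the reads of shared exons between the transcripts of a gene, which makes single transcripts less certain than their sum. All per-sample columns of the table were used.

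Of the 34919 FlyBase transcripts in the table, 34750 were paired with genes of Ensembl release 115 (BDGP6.54) and summed, 169 were not paired and were left out of the gene counts, and 1 further entry named a gene. This gave 17715 genes, among them 13895 protein-coding and 2398 lncRNA genes. The 8017 assembled transcripts count toward the library totals but belong to no gene here. Total counts per library were 138223737 to 184268612 in females, 130919406 to 177910781 in males and 139954374 to 168844124 in metafemales. A level of 3 counts was taken as the smallest that a library can show, or 0.019 CPM in the females. Changes from a group at or under that level are given as lower bounds. These limits cover counting error only.

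Ratios were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 as the mean CPM of the metafemales over the mean CPM of the females, for every gene with any female count. Medians were tested with two-sided exact permutation tests over 20 assignments of the 6 libraries, for which the smallest p is 0.1. The genes were chosen on female counts and kept fixed, which the permutation does not undo. These p-values were not adjusted, since adjustment can only raise them. The response of lncRNAs was compared with 10000 random mRNA lists matched on mean CPM, with a pseudocount of 0.5 counts scaled to the library size. The spread between replicates was taken from each library against the other libraries of its group, since 3 libraries cannot be divided evenly. Differential expression was tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjustment over all genes tested), with thresholds of 1 on the size of the log2 fold change and 0.05 on the adjusted p. The standard error of a log2 fold change is its size divided by the square root of the F statistic. DESeq2 1.42.0, with apeglm 1.24.0 for shrinkage, was the alternative, and the authors used DESeq2 1.34.0 and apeglm 1.16.0. Directions, chromosomes and gene sets were compared with Fisher's exact test, two-sided. Figures were drawn with matplotlib 3.10.9.

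The differential expression tests, the median ratios, the matched mRNA lists and the correlations of target genes were tested on simulated data, the correlations after the data had been seen. With 200 genes changed by a log2 fold change of 2 among counts drawn from the means of the real libraries, edgeR recovered 198 (99%) with 12 other calls among 12096 genes tested, and DESeq2 recovered 197 (98.5%) with 18 other calls among 15386. Ratios simulated at 1.0 for autosomes and 1.3 for the X chromosome were recovered as 1.001 over 8968 genes and 1.301 over 1728 genes. These counts were scaled by totals fixed before the X chromosome was raised, so that rise could not lower the autosomal ratio. Only genes with at least 10 counts in every library were used. The effect of library size on the reported medians was therefore not checked. Simulated with no larger response than matched mRNAs, lncRNAs differed from them by -0.001 over 1529 genes. Of 200 pairs of an mRNA made to follow one of 20 lncRNAs, among 10644 mRNAs, the correlation thresholds recovered 197 (98.5%), and 193 (96.5%) once group means were removed. Unrelated pairs passed at 0.37% and 1% over 208880 pairs, the shares expected by chance. The lncRNAs used were those with the most counts and mRNAs with few counts were left out, so low counts were not covered.

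The groups, the design of each test, the gene sets and the alternatives were set before the data were examined. The alternatives were other scalings, filters and tools, the replicate number as a factor, each library left out in turn, other summaries of the ratios and other windows and correlations for the target genes. Settings at the level of single transcripts, the library size over annotated transcripts only and the genes with counts in both groups were added after the data had been seen, and the SD of a peak was taken over the bins above 0 after the data had been seen. The genes named in the text are those the paper names in these samples in Table 1, Figure 4 and the text, roX1 and roX2, the 5 protein-coding genes called higher and the 5 called lower with the lowest adjusted p, and the 3 lncRNA genes called higher and the 3 called lower with the lowest adjusted p, each with all metafemale libraries on one side of all female libraries. The mitochondrial genes named and the transcripts of Sin3A and MED1 fall outside that list and were chosen after their values were seen. Replicate numbers are shared between the groups, but same-numbered libraries are different animals. The GO, KEGG and motif analyses, the network and the knockdown data were not analysed here. Antisense and overlapping genes are uncertain, since the paper's text does not state whether the counting used strand.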

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

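Of the tests of explanations in this part, the comparison of other splits for the assembled transcripts was chosen only after the result was seen.

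The paper does not report on the control males. Between male and female control larvae, edgeR called 2076 of 12386 protein-coding genes, 2041 higher and 35 lower in males, and 337 of 910 lncRNA genes, 330 higher and 7 lower. Of the 10 splits of the 6 male and female libraries, the real one parts all 3 same-numbered pairs, as do 3 others, and of these 4 splits 1, the real one, gave as many calls. The other 6 splits part 1 pair each. All other splits gave 0 protein-coding and 0 lncRNA genes, with at most 912 and 25 at an unadjusted p below 0.05, against 3352 and 404 in the real split. With 10 splits the share cannot fall under 0.1, so it cannot pass a threshold of 0.05 whatever the calls. Y-linked genes received 19639 to 94680 counts in the male libraries and 0 counts in the female and metafemale libraries, which goes against exchanged labels between sexes. The testis genes had 1123 ± 371 CPM in males and 25.0 ± 3.16 CPM in females (SD, n = 3). Library size does not separate the groups, since the totals of males and females overlap. The roX RNAs had 558.6 ± 67.6 CPM in males and 12.34 ± 8.23 CPM in females (SD, n = 3). Expression thus differs by sex in these 3 sets, and for the other genes called a difference by sex is a hypothesis.

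A second result concerns transcripts that the authors assembled and that the paper does not discuss. Among 4543 assembled transcripts tested, 201 were called between metafemales and females (4.4%), 107 higher and 94 lower. Of the 4 splits of the 6 libraries that part 3 same-numbered pairs, 1 gave as many calls, the real one. Any other split gave 0 calls, with at most 170 transcripts at an unadjusted p below 0.05 against 792 in the real split. The share of assembled transcripts in metafemale replicate 1, at 13.45%, was lower than the 25.83% and 27.05% of the other metafemale libraries. The authors' assembly was not repeated. Paralogs, contamination and unannotated isoforms were not tested for these transcripts, so a biological explanation was not separated from them.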

How the results depend on the processing

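Under the settings tried, the median mRNA ratio was from 0.827 to 0.927 on the autosomes and from 1.204 to 1.346 on the X chromosome, and from 0.848 to 0.945 and from 1.239 to 1.383 across the 6 fits that each left out one library. Of the lncRNA medians, that of the autosomes moved to 0.553 with the ratios of single libraries pooled, that of 2L to 0.482 with pooled ratios and to 0.776 over genes with counts in both groups (chosen after the data had been seen), that of 2R to 1.189 with a mean of at least 1 CPM and that of 3L to 0.84 with at least 10 counts in every library. The mitochondrial median moved to 1.415 with group medians. With pooled ratios, the mRNA peaks moved to 0 on the autosomes and 0 on the X chromosome. The lncRNA peak of the autosomes moved from the bin at 0 to 0.7 with a mean of at least 1 CPM and to 0.75 with at least 10 counts in every library, and that of the X chromosome to 0.65 and 0.65. Across the 6 fits that each left out one library, the mRNA peak of the X chromosome was between 1.1 and 1.35. The cause was not tested.

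With no fold-change threshold, 4463 DEGs were called, 2404 higher and 2059 lower. The settings added after the data were seen gave 3531 transcripts (2219 higher, 1312 lower) with DESeq2 and 3439 (2177 higher, 1262 lower) with DESeq2 and the assembled transcripts. For DELs, requiring at least 10 counts in every library gave 58, of which 17 were higher, and adjusting over lncRNA genes only gave 63 (25 higher, 38 lower). For single transcripts, edgeR called 41 lncRNA transcripts (17 higher, 24 lower), DESeq2 called 160 (60 higher, 100 lower), and DESeq2 with assembled transcripts called 152 (59 higher, 93 lower). Of the 41 genes called by edgeR on transcripts, all 41 were among the 98 main DELs. Across the 6 fits that each left out one library, DEGs ranged from 1401 to 1671 and DELs from 73 to 91. With at least 10 counts in every library 363 lncRNA genes were tested, against 603 as reported, and with no filter 1648 were tested and 103 called.

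For DELs that were higher, X against autosomes passed the threshold with DESeq2 only (odds ratio 2.394, Fisher's exact test, two-sided, p = 0.0119), and the odds ratio ranged from 1.001 to 2.394 over the settings. The cis-target genes moved to 2457 with a window of 100 kb, and the trans-target genes to 4010 with all 9 libraries. The difference in response between lncRNAs and matched mRNAs was -0.014 with TMM normalization, 0.174 with a mean of at least 1 CPM and -0.006 with a pseudocount of 2 counts, where the reported medians are 0.815 and 0.814. In gene sets, the odds ratio of oxidative phosphorylation was 0.0 among lower genes alone, as was that of antimicrobial peptides at 0.0, and that of glutathione S-transferases was 0.64. Without the fold-change threshold, antimicrobial peptides were at 0.4. A further 4 gene set results were weaker. Among these, glutathione S-transferases without the fold-change threshold were at 1.66 and did not pass (Fisher's exact test, two-sided, adjusted p = 0.18). The others were among lower genes alone. The cause was not tested.

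Of the 58 named genes, 4 no longer passed the threshold under at least 1 other setting, and 8 in at least 1 fit that left out a library. Without the replicate block, which is given below, CR45972 did not pass the adjusted p with DESeq2, with or without apeglm, or with adjustment over lncRNA genes only, ara had log2 fold changes from -0.96 to -0.99 in 5 settings, and Doc1 and CG13609 had -0.98 and -0.96 with apeglm. roX1, which was not called, had log2 fold changes from -0.61 to 0.48 across the 6 fits that each left out one library, and was 0.48 without female replicate 1. The alternatives for normalized values (pseudocounts of 1 and 0.1 and a mean value of at least 1) were not run, since the table holds counts.

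With a replicate block, the replicate number as a factor, 1544 DEGs were called (1088 higher, 456 lower) and 76 DELs (29 higher, 47 lower). Of these, 1496 and 69 were shared with the fit without the block. CR45972 was not called with the block (log2 fold change -1.8, adjusted p = 0.088, where the adjusted p ranged from 0.0257 to 0.0928 over all fits). The male comparison gave 1926 protein-coding and 158 lncRNA genes, and the gene sets of insect hormone biosynthesis and antimicrobial peptides had odds ratios of 3.08 (adjusted p = 0.0479) and 3.42 (adjusted p = 0.0419) from Fisher's exact test, where the adjusted p ranged from 0.0479 to 0.287 and from 0.0419 to 1.0 over all settings. Same-numbered libraries are different animals, and the correlation of their deviations from the group means was 0.026 on average.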

Differences from the paper's values

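The paper reports 2529 DEGs, and 1615 were called here. The paper's text does not state whether it tested summed genes or single transcripts. It lists some target genes as both higher and lower, which single transcripts allow and summed genes do not. The counts may therefore differ in unit. Of the alternatives set before the data were examined, DESeq2 gave 1756, which is within 1.5 times the paper's number, and the other 15 did not close the gap. Among these was DESeq2 with apeglm shrinkage, the procedure the paper describes, which gave 1584 when run on genes. The paper reports 929 lower DEGs against 499 here, and none of the alternatives set before the data were examined closed that gap. When single transcripts were tested with DESeq2, a setting chosen after seeing the values, 3531 transcripts of 2771 genes were called, 1312 of them lower, and with assembled transcripts, also chosen after seeing the values, 3439 transcripts of 2705 genes, 1262 of them lower; the counts of lower transcripts are within 1.5 times the paper's number, as are the totals. With edgeR on single transcripts, chosen after seeing the values, 1622 transcripts of 1398 genes were called, 498 of them lower.

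By position, the paper reports 34.58% intronic, 5.61% antisense and 3.74% sense DELs, and 20.41%, 34.69% and 7.14% were found here, with lincRNAs at 37.76% against the paper's 56.07%. No alternative was set for the classes. The paper ranks antisense and sense lncRNAs as the smallest classes, and here antisense DELs outnumbered intronic ones, 34 against 20.

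The paper reports 2375 cis-target genes against 464 here. With a window of 100 kb in place of 10 kb, an alternative set before the data were examined, there were 2457, which is within 1.5 times the paper's number. The paper reports 2380 trans-target genes against 6281 here, and none of the 3 alternatives set before the data were examined closed the gap.

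The paper centres X-linked mRNA expression around 1.0, where the most frequent bin here was at 1.2 and the median at 1.318. For lncRNAs, the paper places peaks near 0.44 and 1.0 on the autosomes, where the most frequent bin here was the one at 0 and above it that at 0.65. Above 0, the single metafemale libraries peaked at 0.5, 0.45 and 0.7, so replicates 1 and 2 lay nearer to 0.44 than the group mean did. For mitochondrial genes, the paper describes a shoulder near 0.44, where 0 genes had a ratio between 0.34 and 0.54. The paper states that mitochondrial genes gave no significant result because few of them were differentially expressed, where 5 of the 23 genes tested passed both thresholds in edgeR, out of 13 with an adjusted p below 0.05. The paper states that lncRNAs respond more than mRNAs to the dosage, where 5377 of 10000 mRNA lists matched on expression had as large a median response. At a mean of at least 1 CPM, an alternative set before the data were examined, 1 of the 10000 lists did. The paper states that the median lncRNA ratio on chromosome 4 is above 1.0, where it was 1.012 with an SD of 0.315 between libraries, from 0.847 with the ratios of single libraries pooled to 1.241 with at least 10 counts in every library.

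The paper lists CR43940, CR45170 and Cnx14D among genes that differ between the groups, and their counts were too few for a call here. CR43940 was called with no filter on low counts and Cnx14D with no filter or with all 9 libraries in one fit. Both were called by DESeq2 on single transcripts, with and without assembled transcripts, settings chosen after seeing the values. CR45170 was called by none of the settings. Wbp2 is drawn as higher and was not called at the gene level, with a log2 fold change of 0.19, and has transcripts called higher by edgeR and DESeq2, chosen after seeing the values. Of the 33 targets drawn in Figure 4, 18 were not called in the drawn direction at the gene level, among them Sin3A and MED1. The paper may have drawn them from single transcripts. With no fold-change threshold, 9 of these were called. With single transcripts, chosen after seeing the values, DESeq2 called a transcript in the drawn direction for all 18, and edgeR for 13. The target Rbfox1 is drawn as lower, and its log2 fold change was 0.29 (adjusted p = 0.52, edgeR). With each library left out in turn it was between 0.03 and 0.68, so its direction here is uncertain.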

Other observations

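The tests of reads divided between isoforms, of the spread between replicates of lncRNAs and of pairs of a DEL and a trans-target gene were chosen only after the result was seen.

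Males among the larvae scored as metafemales are a technical explanation for genes that rise, since both have dark mouthparts. Y-linked genes were at 0 counts in all metafemale libraries, and roX1 and roX2 together had a log2 ratio of -0.37 against females (exact permutation test, two-sided, p = 0.8, n = 3). Of 629 male-biased mRNAs tested, 51 were called higher in metafemales (8.1%), against 10.1% of all mRNAs tested. The median log2 fold change of the male-biased mRNAs was 0.01. These values go against males in the libraries. In single genes, roX2 was called lower, with a log2 fold change of -3.1 (standard error 0.76, adjusted p = 0.0195, edgeR), but it had 615 counts in female replicate 1 against 71 and 138 in the others, and 3 of the 6 fits that left out a library did not call it.

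A difference in developmental stage is a candidate explanation for many of the changed genes. Of 4 sets of stage genes, 3 had all metafemale libraries on one side of all female libraries. The salivary glue genes fell from 7169 ± 797 to 1545 ± 552 CPM (SD, n = 3; exact permutation test, two-sided, p = 0.1, the smallest possible), the Eig71E genes from 286 ± 12.5 to 46.3 ± 12.8 CPM, and the new glue genes rose from 22.5 ± 2.41 to 130 ± 31.4 CPM. The larval serum protein genes had a log2 ratio of -0.32 (exact permutation test, two-sided, p = 0.2). For single genes, an effect of the extra X chromosome cannot be told apart from a stage difference, and metafemales may also develop at another pace. Whether a stage difference changes the X median over the autosomal median was not tested. That ratio was 1.439, 1.465 and 1.485 in the 3 metafemale libraries. With TMM normalization the log2 ratios of the glue, Eig71E and new glue genes were -2.16, -2.6 and 2.56. Genes of oxidative phosphorylation rose from 4396 ± 261 to 9684 ± 1796 CPM.

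Library-size scaling by a few genes was tested as the reason for autosomal medians under 1.0 and X medians above it. The largest autosomal median under TMM normalization or DESeq2 size factors was 0.927. Both scalings centre the bulk of the genes, which places the autosomal median below 1.0 in advance when the X median lies above it, and in single libraries TMM normalization moved the autosomal median from 0.995 to 0.901 and from 0.811 to 0.894. These 2 scalings therefore cannot decide on this explanation, which remains open. For transcript length, the Spearman correlation across 9239 autosomal genes between length and log2 fold change was -0.117, between the limits set for and against it, so length cannot be excluded. GC content was not tested.

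The wider ratios of lncRNAs may come from low counts: matched mRNA lists had as large a median in a share of 0.5377. The difference between replicates of one group was 0.802 for the lncRNAs. It averages fewer libraries than the response does, so the sizes of the difference and the response cannot be compared directly. The spread between replicates was no larger than in matched lists, a share of 0.9984 of which was as large. At a mean of at least 1 CPM this explanation was not enough, with a share of 0.0001, the smallest that 10000 lists can give. There the spread between replicates of lncRNAs was also larger than in any matched list, with a share of 0.0001, which may explain the larger response in that set.

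Between metafemales and females, the real split was 1 of the 4 splits parting 3 same-numbered pairs to reach 1615 DEGs and 1 of 4 to reach 98 DELs. Any other split called at most 2 protein-coding genes and 1 lncRNA gene, with 190 and 21 at an unadjusted p below 0.05 against 5613 and 166. With 10 splits the share cannot fall under 0.1, so it cannot pass a threshold of 0.05 whatever the calls.

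A strain variant of the attached-X stock may account for genes that are at 0 in one group and counted in the other. There were 78 genes at 0 in every female library and counted in every metafemale library and 58 of the reverse kind, a ratio of 1.34. With 10 or more counts in each library of the other group the numbers were 14 and 9. The ratio lay between the limits set for and against this explanation, so strain and dosage cannot be told apart for these genes. The stocks also differ in autosomes, since control larvae were Canton S. Every metafemale library came from the cross with the attached-X stock and every control library from Canton S. For any single gene called, strain and X dosage therefore cannot be told apart.

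Of the trans-target genes of the DELs, 70.6% also passed once group means were removed, while 64.9% of all mRNAs did so, and of the pairs 8.9% passed again. DELs are chosen for a difference between the groups, so the shared group difference and a direct relation of a DEL and its target cannot be told apart here.

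Of 2696 genes with a transcript called by DESeq2 that were also tested as genes, 1524 were called as genes (56.5%) and 1172 were not. Of those not called, 588 (50.2%) had a gene log2 fold change under 1 in size with an adjusted p of 0.05 or more, and 515 had an adjusted p below 0.05 with a smaller change. Reads divided between isoforms may explain part of these calls, and a change of isoform use cannot be told apart from it.

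In control males against females, the median mRNA ratio was 1.078 ± 0.175 on the autosomes and 0.983 ± 0.175 on the X chromosome (SD, n = 3), where males carry 1 X chromosome. The lncRNA medians were 1.203 ± 0.21 and 0.918 ± 0.229. No explanation was tested for these values.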
